# Ontogeny of arterial macrophages defines their functions in homeostasis and inflammation

**DOI:** 10.1038/s41467-020-18287-x

**Published:** 2020-09-11

**Authors:** Tobias Weinberger, Dena Esfandyari, Denise Messerer, Gulce Percin, Christian Schleifer, Raffael Thaler, Lulu Liu, Christopher Stremmel, Vanessa Schneider, Ronald J. Vagnozzi, Jennifer Schwanenkamp, Maximilian Fischer, Katrin Busch, Kay Klapproth, Hellen Ishikawa-Ankerhold, Lukas Klösges, Anna Titova, Jeffery D. Molkentin, Yasuhiro Kobayashi, Stefan Engelhardt, Steffen Massberg, Claudia Waskow, Elisa Gomez Perdiguero, Christian Schulz

**Keywords:** Haematopoiesis, Monocytes and macrophages, Systems analysis, Cardiovascular biology

## Abstract

Arterial macrophages have different developmental origins, but the association of macrophage ontogeny with their phenotypes and functions in adulthood is still unclear. Here, we combine macrophage fate-mapping analysis with single-cell RNA sequencing to establish their cellular identity during homeostasis, and in response to angiotensin-II (AngII)-induced arterial inflammation. Yolk sac erythro-myeloid progenitors (EMP) contribute substantially to adventitial macrophages and give rise to a defined cluster of resident immune cells with homeostatic functions that is stable in adult mice, but declines in numbers during ageing and is not replenished by bone marrow (BM)-derived macrophages. In response to AngII inflammation, increase in adventitial macrophages is driven by recruitment of BM monocytes, while EMP-derived macrophages proliferate locally and provide a distinct transcriptional response that is linked to tissue regeneration. Our findings thus contribute to the understanding of macrophage heterogeneity, and associate macrophage ontogeny with distinct functions in health and disease.

## Abstract (web summary)

Arterial macrophages develop from either yolk sac or bone marrow progenitors. Here, the author show that ageing-induced reduction of arterial macrophages is not replenished by bone marrow-derived cells, but under inflammatory conditions circulating monocytes are recruited to maintain homeostasis, while arterial macrophages of yolk sac origin carry out tissue repair.

## Introduction

Macrophages are the most abundant immune cells in the arterial wall. They play an important role in inflammatory vascular diseases such as atherosclerosis and fibrosis. Macrophages can drive the local inflammatory process through secretion of soluble mediators and various interactions with adjacent immune and nonimmune cells^1^. However, they can also provide anti-inflammatory properties that lead to resolution of inflammation^2^. In addition to latter differences on a functional level, heterogeneity of macrophages has recently been identified also on a molecular level by single-cell RNA transcriptomics^3,4^. Thus, macrophages in arteries vary in their cellular identities and functional properties.

A different level of heterogeneity is provided by the developmental origin of arterial macrophages^5^. The first hematopoietic site giving rise to tissue macrophages is the yolk sac (YS). Here, erythro-myeloid progenitors (EMPs) are generated from embryonic day (E)8.5 onwards, and traffic to the embryonic tissues between E9 and E12^6,7^. Consequently, YS-derived macrophages have been identified in most adult organs^8,9^, including the cardiovascular system^10–12^. In the mouse aorta, YS hematopoiesis represents the main source of macrophages during embryonic development^10^. After birth, bone marrow (BM) hematopoiesis adds to the pool of arterial macrophages and BM-derived monocytes are thought to represent the main source of macrophages in postnatal life^10^. The quantitative contribution of EMP-derived macrophages to arterial macrophages at different stages of mouse life has been incompletely understood, which is in part due to the lack of fate-mapping models that quantitatively label macrophages of early embryonic origin. Furthermore, experimental mouse studies of vascular inflammation have focused mainly on the recruitment of BM-derived monocytes^13,14^. However, the response of adventitial macrophages to angiotensin-II (AngII) induced vascular fibrosis might be different between EMP- and BM-derived macrophage populations, which could contribute to strategies differentially targeting arterial immune cells.

Here we show that arterial macrophages derive predominantly from YS EMPs, which give rise to a transcriptionally distinct cluster of macrophages with mainly homeostatic and anti-inflammatory properties in steady state as well as in response to AngII inflammation. In adult mice, these EMP-derived macrophages persist for long periods of time, but decrease in absolute numbers in senescence without compensation by BM-derived progenitors. EMP-derived macrophages express high levels of homeostatic genes such as *Lyve-1*, which links them to physiological functions in arteries. Thus the developmental origin of arterial macrophages is associated with differences in their cellular identity and functions in adult mice.

## Results

### EMPs give rise to long-lived arterial macrophages

To specifically map the fate of YS EMPs, we pulse-labelled *Csf1r*^*MerCreMer(MCM)*^*Rosa26*^*eYFP*^ embryos with 4-hydroxytamoxifen at E8.5. As expected from previous work^10^, we detected eYFP+ F4/80^high^ macrophages with typical morphology in the aorta of E16.5 embryos (Supplementary Fig. 1A). In a histological analysis of adult *Csf1r*^*MCM*^*Rosa26*^*eYFP*^ mice pulse-labelled at E8.5, we readily identified YS-derived macrophages in the aorta. They located in the adventitia but did not inhabit intima or media (Supplementary Fig. 1B). Importantly, YS-derived macrophages remained present in the adventitia in 1-year-old mice (Fig. 1a), which supports recent findings on the longevity of tissue-resident macrophages^15^. eYFP labelling efficiency was comparable after 3 and 6 months and similar to other large macrophage populations, such as liver Kupffer cells (Fig. 1b). The quantitative contribution of YS hematopoiesis to arterial macrophages has been unclear, since the *Csf1r*^*MCM*^*Rosa26*^*eYFP*^ model underestimates the contribution of YS precursors to the pool of tissue macrophages^6^. To address this aspect, we consulted additional lineage-tracing models.

**Fig. 1:**
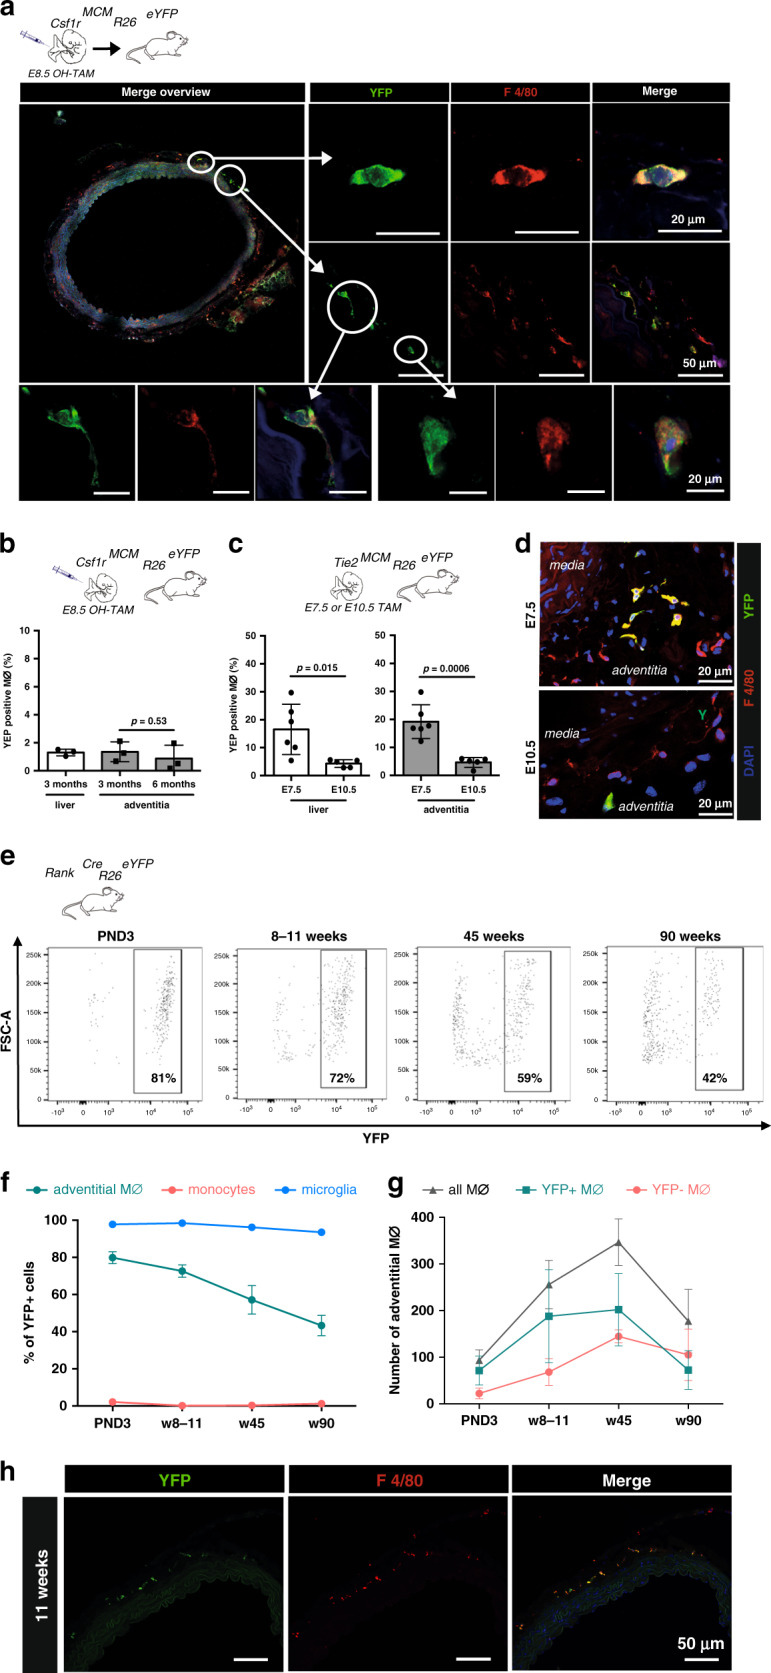
Arterial macrophages mainly derive from YS EMPs. **a, b** YS EMPs were pulse-labeled by intraperitoneal injection of 4-hydroxytamoxifen (OH-TAM) in pregnant *Csf1r*^*MCM*^*Rosa26*^*eYFP*^ mice at E8.5. **a** Image of pulse-labelled eYFP+ macrophages in the adventitia of a 1-year-old mice. **b** Percentage of labelled macrophages in 3- and 6-months-old mice (*n* = 3 at each timepoint; two independent experiments). **c, d** Pulse labelling of early hematopoiesis in pregnant *Tie2*^*MCM*^*Rosa26*^*eYFP*^ mice by application of tamoxifen at E7.5 or E10.5. **c** Percentage of labelled cells in 3-month-old mice analysed by flow cytometry (liver) and immunohistology (aorta) is indicated (*n* = 6 for E7.5 and *n* = 5 for E10.5; 2 independent experiments at each timepoint). **d** Representative images of the aorta for each timepoint. **e**–**g** Flow-cytometry analysis of *Rank*^*Cre*^*Rosa26*^*eYFP*^ mice at different timepoints. **e** eYFP expression in macrophages (single CD45^+^, lin^−^(CD11c, SiglecF, Ter119, Ly6g), CD11b^+^, F4/80^+^ cells) at indicated time-points. **f** Percentage of macrophage eYFP expression in the adventitia, brain microglia, and monocytes from BM (PND3) or blood (PND3 (*n* = 3), weeks (w) 8–11 (*n* = 6), w45 (*n* = 3), w90 (*n* = 2), from 6 independent experiments.). **g** Absolute numbers of eYFP+ and eYFP− macrophages (Mϕ) in the adventitia (PND3 (*n* = 3), weeks (w) 8–11 (*n* = 6), w45 (*n* = 3), w90 (*n* = 2), from six independent experiments.). **h** Representative immunofluorescence image (YFP, F4/80) (*n* = 3; 3 inidvidual experiments). Two-sided *t*-test was performed and mean ± SD is shown.

The tyrosine kinase Tie2 is expressed in YS progenitors as well as aorta-gonado-mesonephros (AGM), fetal liver and BM HSCs^16^. We carried out tamoxifen pulse-labelling in *Tie2*^*MCM*^*Rosa*^*eYFP*^ embryos to induce temporally controlled gene expression in *Tie2*+ cells and their progeny, allowing to assess their contribution to arterial macrophages. We applied tamoxifen by oral gavage at either day E7.5 or E10.5 to specifically label *Tie2*+ cells that arise during YS hematopoiesis (E7.5) or during later stages of hematopoiesis including AGM and fetal liver (E10.5), and analysed labelling efficiency in arterial macrophages of adult mice^6^. Tamoxifen application at E7.5 resulted in increased labelling of arterial and liver macrophages compared to labelling in *Csf1r*^*MCM*^*Rosa26*^*eYFP*^ mice. However, only a low number of eYFP+ macrophages was observed when tamoxifen was administered at E10.5 (Fig. 1c, d; Supplementary Fig. 2A, B). Labelling of HSCs was comparable between both timepoints (Supplementary Fig. 2C, D). Thus, a significant proportion of arterial macrophages arises from *Tie2*+*Csf1r*+ EMPs during YS hematopoiesis.

To further address the contribution of EMPs to the arterial macrophage pool, we carried out lineage tracing in *Rank*^*Cre*^*Rosa26*^*eYFP*^ mice, which efficiently labels YS-derived tissue-resident macrophages but not BM HSCs and their progeny^17^. Consequently brain microglia, which are solely derive from YS hematopoiesis^8^, expressed eYFP whereas blood monocytes were not labelled (Fig. 1e, f, Supplementary Fig. 3B, C). We analysed the aorta between the left subclavian artery and the aortic bifurcation, and quantified both relative (% eYFP labeling) and absolute numbers of macrophages at different timepoints. Arterial macrophages were mostly derived from YS EMPs in the first week of life (Fig. 1e–h, Supplementary Fig. 3A), which is confirmative of previous reports^10^. From birth to adulthood, the absolute number of macrophages in the adventitia increased ~3.7 fold (Fig. 1g). This was driven by an increase of mainly EMP-derived macrophages in adolescence as well as through contribution of BM-derived (eYFP−) macrophages later in adulthood. While this results in a relative decline of eYFP+ macrophages, they remain the dominant macrophage population in mice until at least 45 weeks of age. In the process of ageing, EMP-derived macrophages diminish in numbers. However, their loss in 90-week-old mice is not compensated for by BM-derived (eYFP−) macrophages, whose population remained stable in absolut numbers (Fig. 1g). In summary, EMP-derived macrophages are the predominant macrophage population in healthy adult mice but are diminished in the course of ageing.

### Cellular identity of EMP-derived adventitial macrophages

Next we sought to address the transcriptional diversity of arterial macrophages taking into account their developmental paths. Therefore, we combined single-cell RNA (scRNA) sequencing with lineage tracing in *Rank*^*Cre*^*Rosa26*^*eYFP*^ mice. 

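In this line, Cre recombinase is made from the *Rank* gene (*Tnfrsf11a*, ENSMUSG00000026321.7, chromosome 1, 105780718 to 105847981). Coordinates are 1-based, on GRCm38 with the GENCODE M21 annotation, while the authors counted on GENCODE M24. Cre switches on an enhanced yellow fluorescent protein (eYFP) reporter that the descendants of the cell keep. Its transcript, listed as EYFP in the deposited matrix, is called *Yfp*. CD45-positive cells of 3 animals were pooled into 1 droplet library, in which each captured transcript molecule is counted once by its unique molecular identifier (UMI). The authors mapped the reads with CellRanger 3.1.0 to a genome with the eYFP sequence added, and deposited UMI counts per gene and cell barcode without normalization. The matrix held 55386 features and 4009678 UMIs. A barcode held a median of 8374.5 UMIs, with a range from 522 to 94239.
From these counts, barcodes with 300 to 6500 detected genes and at most 5% mitochondrial UMIs were kept, the filter of the methods. Clusters were then rebuilt with SCTransform, regressing out mitochondrial share and cell-cycle scores, with 20 principal components and Louvain clustering at resolution 0.4. *Yfp* and the other genes compared between clusters, 31 in all, were left out of the variable genes, so that they did not shape the clusters. Each cluster was named from a list of marker genes and is called "like" that cell type. A difference from the study may come from these rebuilt names. Doublets were not removed in the main setting. Scrublet called 5 of the filtered barcodes as doublets, and their removal was run as an alternative.
Each condition has 1 library, so there is no replicate error, and no p-value was computed between conditions or between groups of cells. Levels are given in CPM, the summed UMIs of a gene in a group of cells scaled by all UMIs of the group. Shares of cells carry exact Clopper-Pearson 95% intervals, and CPM values and their ratios carry exact Poisson intervals of the same level. All of these intervals cover counting error only.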

We isolated whole immune cell populations (all CD45-positive live cells) from the adventitia of 16-week-old mice (*n* = 3), and sequenced the transcriptome of single cells (Supplementary Fig. 4A–C).

Following quality controls, we analysed 346 single cells using Seurat-V3 based unsupervised clustering. 

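The deposited matrix held 346 barcodes, the number of cells given in the paper. The filter left 306. Fewer than 300 genes were detected in 2 barcodes and more than 6500 in 4, and 36 had over 5% mitochondrial UMIs, some failing on more than 1 of these counts. The barcodes kept had a median of 9105 UMIs and 2870.5 detected genes. Raising the minimum to 1000 genes left 294.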

We identified five distinct clusters of immune cells (Fig. 2a; Supplementary Data 1) including B cells (Cluster 2 defined by *Cd79b*, *Cd19*, *Ms4a1*, and *Ighd*) and a combined cluster of T cells and NK cells (Cluster 1 defined by *Trbc2*, *Thy1*, *Cd3g*, Cd3d, and Nkg7) (Fig. 2 and Supplementary Fig. 4F). 

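The rebuilt clusters also numbered 5. The B-cell-like cluster held 50 cells (16.3%, 12.4 to 21.0) and the T-cell-like cluster 51 (16.7%, 12.7 to 21.3). None of the lymphocyte genes given here was used to make or name them. *Cd79b* stood at 1973 CPM in the B-cell-like cluster, *Ms4a1* at 1619 CPM and *Ighd* at 1363 CPM. The T-cell-like cluster held no UMI of these 3 genes, with an upper limit of 7.06 CPM for each. There, *Trbc2* reached 1055 CPM, *Cd3d* 591 CPM, *Cd3g* 557 CPM, *Nkg7* 463 CPM and *Thy1* 337 CPM. The B-cell-like cluster held none of their UMIs, with an upper limit of 12.8 CPM. The other 3 clusters were macrophage-like. They are called homeostatic-like, antigen-presenting-like (named from markers of antigen-presenting or type-2 macrophages) and inflammatory-like (named from markers shared with monocytes). *C1qa* was found in 3.57% of inflammatory-like cells, against 95.9% of homeostatic-like and 40.7% of antigen-presenting-like cells, and *Adgre1* in 53.6%. The inflammatory-like cluster is therefore not a clear macrophage class, but its cells count as macrophages in the shares and ratios of this library.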

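*Adgre1* (ENSMUSG00000004730.15, chromosome 17, 57358691 to 57483527) and *Itgam* (ENSMUSG00000030786.18, chromosome 7, 128062640 to 128118491) took no part in clustering or naming. *Adgre1* stood at 358 CPM in the homeostatic-like, 122 in the antigen-presenting-like and 131 in the inflammatory-like cluster. It stood at 9.57 CPM in T-cell-like cells, and B-cell-like cells held no UMI of it. *Itgam* differed less between the macrophage clusters, at 283, 285 and 382 CPM in the same order, against 13.4 in T-cell-like and 10.4 in B-cell-like cells. Of the filtered cells, 41.8% had at least 1 UMI of both genes.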

Macrophages were defined by high RNA expression of *Adgre1* (F4/80) and *Itgam* (CD11b) similar to our flow-cytometry analysis (Supplementary Fig. 4D). They exhibited more heterogeneous gene profiles forming three clusters (Clusters 0, 3, and 4) connected to distinct biological processes (Fig. 2d, e and Supplementary Fig. 4D, E). By analysing expression of *Yfp*, we confirmed that the majority of macrophages (~55%) derived from EMP-progenitors in adult mice, which is in-line with our initial flow-cytometry analysis (Fig. 2b, c). 

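Among the 205 cells of the macrophage-like clusters, 112 had at least 1 *Yfp* UMI, a share of 54.6% (47.6 to 61.6). Lymphocyte-like cells, taken as the background, had 9 of 101 (8.91%, 4.16 to 16.2). Median depth was 11500 UMIs in macrophages and 6857 in lymphocytes. The lymphocyte share was uneven, with 9 of 51 T-cell-like cells (17.6%, 8.40 to 30.9) and 0 of 50 B-cell-like cells (at most 7.11%). Of the *Yfp*+ T-cell-like cells, 6 held more UMIs of markers of type-2 innate lymphoid cells than of T cells. Per UMI, *Yfp* stood at 146 CPM (132 to 160.3) in macrophages and 30.8 (20.0 to 45.5) in lymphocytes. *Yfp*+ and *Yfp*− macrophages had medians of 11500.5 and 11277 UMIs.
A share of cells with a UMI depends on depth. With every cell thinned to 2000 UMIs, which left out 8 macrophages and 2 lymphocytes, 40 of 197 macrophages (20.3%, 14.9 to 26.6) and 6 of 99 lymphocytes (6.06%, 2.26 to 12.7) still had a *Yfp* UMI. Thinning to 1000 UMIs moved the macrophage share most, to 13.3%. Requiring 2 *Yfp* UMIs gave 40%, and gating macrophages as cells with *Adgre1* and *Itgam* UMIs gave 68.0%.
Reading *Yfp* as the mark of EMP progeny, the paper concludes from the share of *Yfp*-expressing macrophages, beside its flow cytometry, that most macrophages of adult mice derive from EMPs.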

Further, we mapped EMP-derived macrophages and their contribution to the different clusters (Fig. 2b).

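By cluster, *Yfp*+ cells were 93 of 123 (75.6%, 67.0 to 82.9) homeostatic-like macrophages and 17 of 54 (31.5%, 19.5 to 45.6) antigen-presenting-like macrophages. In the inflammatory-like cluster they were 2 of 28 (7.14%, 0.877 to 23.5). The antigen-presenting-like cluster is not macrophages alone, since the dendritic cell marker *Xcr1* was found in 29.7% of its *Yfp*− and 0% of its *Yfp*+ cells, and such cells lower its *Yfp*+ share and that of all macrophages. The interval of the homeostatic-like cluster lay above those of the other clusters. Median depths were 10009, 21613.5 and 11752.5 UMIs in the same order, and *Yfp* stood at 44.7 CPM in the inflammatory-like cluster against 47.9 in T-cell-like cells. Of all *Yfp*+ macrophages, 83.0% lay in the homeostatic-like cluster, 15.2% in the antigen-presenting-like cluster and 1.79% in the inflammatory-like cluster.

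**Figure D1:**
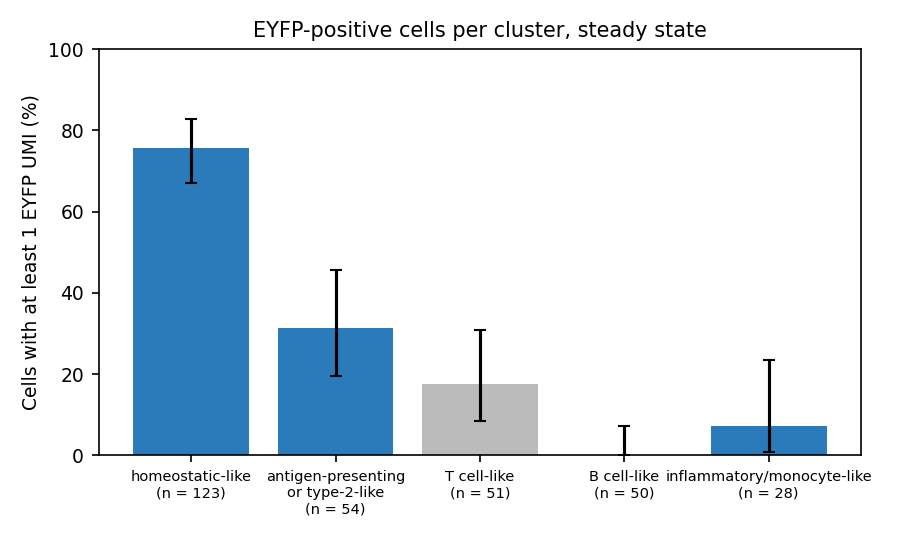
Share of cells with at least 1 EYFP UMI (y axis, %) in each cluster of the steady-state library (x axis), with exact Clopper-Pearson 95% intervals as error bars and the number of cells under each name. Macrophage-like clusters are blue and lymphocyte-like clusters grey. The share is highest in homeostatic-like macrophages, at 75.6%, and 0% in the B-cell-like cluster.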

**Fig. 2:**
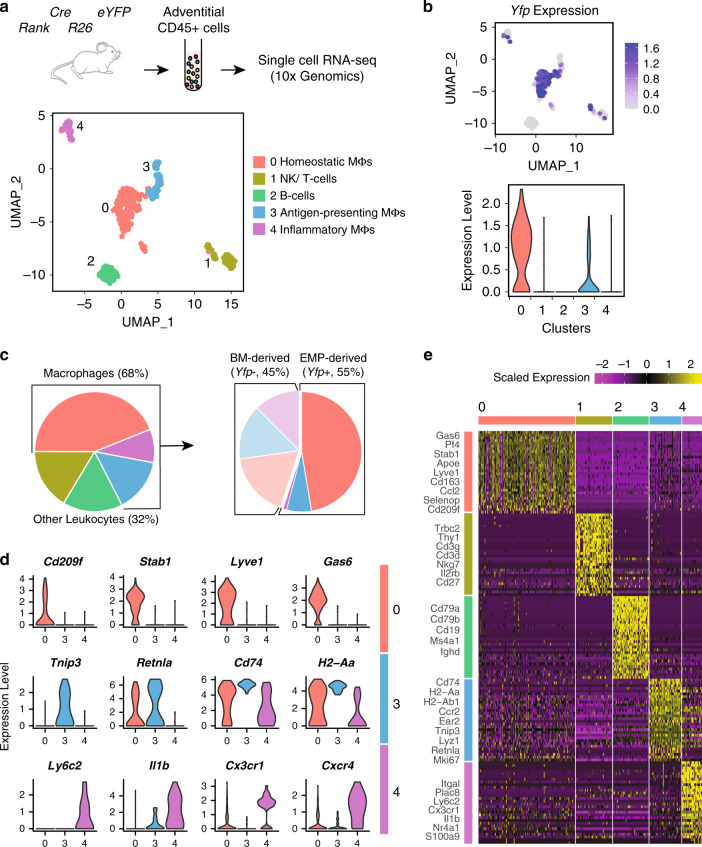
Transcriptional profiling of EMP-derived macrophages. Single-cell RNA sequencing of CD45+ immune cell populations in the adventitia at steady state. **a** Experimental design and UMAP representation of gene expression in single CD45+ cells collected from aortas of *Rank*^Cre^*Rosa26*^eYFP^ mice (*n* = 346 cells from three 16-week-old mice). Cells clustered into five distinct populations, namely different macrophage subtypes, B and T lymphocytes and NK cells. **b** Expression of *Yfp* in adventitial leukocytes depicted as Feature (upper panel) and Violin (lower panel) plots. Expression of transgene is mainly identified in homeostatic macrophages (cluster 0). **c** Pie charts depicting the proportion of various leukocyte populations in adventitia (left panel) and fraction of *Yfp*-expressing cells within adventitial macrophages (right panel). Macrophages comprise the majority of adventitial leukocytes at steady-state (68% of total). **d** Violin plots representing expression of specific markers of homeostatic (cluster 0), antigen-presenting (cluster 3), and inflammatory (cluster 4) macrophages. **e** Heatmap showing top30 enriched genes in each leukocyte cluster. Expression scale is Log2 fold-change of gene expression in the corresponding cluster compared to all other clusters. Established markers of each cell type are labeled.

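After filtering, the macrophage-like clusters made up 67.0% (61.4 to 72.2) of cells. The homeostatic-like cluster held 40.2%, the antigen-presenting-like cluster 17.6% and the inflammatory-like cluster 9.15%. Without the cell filter, 76.3% of all barcodes lay in macrophage-like clusters. The gate on *Adgre1* and *Itgam* moved the share most, as it counts only cells in which both transcripts were found. Leading genes of the homeostatic-like cluster included *Cd209f*, *Folr2*, *Ltc4s*, *Ccl12* and *Cbr2*. Those of the inflammatory-like cluster included the immune genes *S100a8*, *Plac8* and *Chil3*, of which *Chil3* has a near-identical copy. The antigen-presenting-like cluster was led by *Cxcl9*, *Lyz1* and *Fn1* and also by the muscle genes *Tagln* and *Acta2*, with 168 of the 169 *Tagln* UMIs and 141 of the 143 *Acta2* UMIs in 1 barcode.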

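*Lyve1* (ENSMUSG00000030787.4, chromosome 7, 110850607 to 110863239), *Stab1* (ENSMUSG00000042286.13, chromosome 14, 31139013 to 31168641) and *Gas6* (ENSMUSG00000031451.6, chromosome 8, 13465374 to 13494490) were left out of the clustering. In homeostatic-like macrophages, *Lyve1* stood at 1257 CPM, 20.0 times (16.2 to 24.9) its level in the other macrophages of the steady-state library. *Stab1* stood at 713 CPM, 16.6 times (12.8 to 21.8) the others, and *Gas6* at 685 CPM, 12.8 times (10.2 to 16.4). A *Lyve1* UMI was found in 82.9% of homeostatic-like cells and, as background, in 5.88% of T-cell-like cells, at median depths of 10009 and 8320 UMIs. Thinning each cell to 1000 UMIs moved the *Lyve1* ratio most, to 53.5.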

Macrophages in cluster 0 expressed high levels of *Lyve-1*, *Stab1*, and *Gas6*, which have been linked to homeostatic and anti-inflammatory immune functions^10,18–22^ (Fig. 2d). 

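Set against the depth, *Yfp* stood at 221 CPM (197 to 247) in homeostatic-like macrophages and 72.7 CPM (59.5 to 88.0) in the other macrophages of the steady-state library, a ratio of 3.04 (2.43 to 3.83). After thinning to 2000 UMIs, 30 of 118 homeostatic-like (25.4%, 17.9 to 34.3) and 10 of 79 other macrophages (12.7%, 6.24 to 22.0) had a *Yfp* UMI, with 5 and 3 shallower cells left out. The CPM ratio moved most, to 4.91, with cells thinned to 1000 UMIs. For the authors' own cluster 0, the paper's reported share of *Yfp*+ cells in Supplementary Data 1 is 72.8%, against 14.4% in all other cells, a denominator that differs from the rebuilt cluster. Of that sheet, 1998 of 6302 rows were used.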

Cluster 0 mainly consisted of *Yfp*+ cells, substantiating the notion that homeostatic macrophages in the aorta are mainly derived from YS EMPs. Correspondingly, we observed low expression of *Ccr2*, which characterizes BM-derived inflammatory macrophages (Supplementary Data 1). 

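*Ccr2* (ENSMUSG00000049103.14, chromosome 9, 124101950 to 124113557) stood at 248 CPM in homeostatic-like macrophages, 0.241 times (0.214 to 0.271) the level of the other macrophages. It was highest in the antigen-presenting-like cluster, at 1155 CPM, and stood at 623 CPM in the inflammatory-like cluster.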

Further, cluster 0 displayed increased expression of *Pf4*, a marker previously described in resident arterial macrophages (Fig. 2e)^3^. 

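*Pf4* (ENSMUSG00000029373.7, chromosome 5, 90772435 to 90773383) reached 3951 CPM in homeostatic-like macrophages. This was 10.6 times (9.67 to 11.6) the level of the other macrophages. The antigen-presenting-like cluster had 432 CPM and the inflammatory-like cluster 182 CPM, against 63.2 in T-cell-like cells.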

Within cluster 0, the largest macrophage cluster in steady-state conditions, we further compared gene expression between *Yfp*+ and *Yfp*− cells. Interestingly, some genes were differentially expressed between macrophage lineages within this cluster (Supplementary Fig. 5), for example *Lyve-1* expression was increased in EMP-derived macrophages. This supports the notion that ontogeny of macrophages is associated with differences in their cellular identity in adult mice.

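Within the homeostatic-like cluster, *Lyve1* stood at 1400.4 CPM in the 93 *Yfp*+ cells and 624 CPM in the 30 *Yfp*− cells, a ratio of 2.25 (1.91 to 2.66). The *Yfp*− cells were shallower, at a median of 6874.5 UMIs against 10720 in the *Yfp*+ cells, and a *Yfp* UMI is found less often in a shallow cell. Thinning each cell to 2000 UMIs and calling *Yfp* afterwards turned the ratio to 0.777 (0.571 to 1.04). That step also changed the groups, since 62 of the 92 *Yfp*+ cells it kept were left without a *Yfp* UMI. With *Yfp* called at full depth before the cells were thinned, an alternative chosen after the data were seen, the ratio was 1.58 (1.13 to 2.25). Leaving out the cell with the most *Lyve1* UMIs gave 2.16.
Over the 2307 genes with at least 100 UMIs in this cluster, the median size of the log2 ratio between *Yfp*+ and *Yfp*− cells was 0.27, while counting error alone gave 0.16 and *Yfp* calls shuffled among cells of like depth gave a mean of 0.22 (lowest 0.21, highest 0.24). Over all macrophages, 75.9% of *Yfp*+ and 29.0% of *Yfp*− cells had a *Lyve1* UMI, at similar median depths. The paper's reported values in Supplementary Data 1 are 76.5% and 28.7%, over its own macrophage clusters.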

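The steady-state cluster named inflammatory-like held 2 cells with *Yfp* UMIs. These held 3 and 12 of them, and removing the Scrublet doublets left 3.70% of the cluster *Yfp*+. With cells thinned to 2000 UMIs, 1 of 28 was *Yfp*+ (3.57%, 0.0904 to 18.3), and none with 1000 UMIs. The levels of homeostatic markers in the 2 cells were 3.25% and 41.3% of the median of homeostatic-like cells. The droplet with the higher level is therefore not clearly a single inflammatory-like cell. Gene levels are given against the other macrophages, from genes left out of the clustering. *Ly6c2* (ENSMUSG00000022584.14, chromosome 15, 75108158 to 75111970) stood at 292 CPM and was at least 244-fold higher, since the other macrophages held no UMI of it. Its reads can be split with the near-identical *Ly6c1*, so its level is uncertain, and T-cell-like cells also held 362 CPM. The alternative that moved it most was keeping all barcodes, which gave 9.77. *Cx3cr1* was 9.43 times (7.58 to 11.8) and *Cxcr4* 7.84 times (5.88 to 10.5) the level of the other macrophages. *Il1b* stood at 2069 CPM, a ratio of 7.74 (6.95 to 8.62), and *Nr4a1* at 1231 CPM, a ratio of 3.86 (3.42 to 4.35).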

Macrophage cluster 4 was exclusively formed by *Yfp−* BM-derived macrophages and defined by high expression of *Ly6c*, *Cxcr4*, *Cx3cr1*, *Nr4a1*, and *Il1ß*. 

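*S100a9* (ENSMUSG00000056071.12, chromosome 3, 90692632 to 90695721) reached 3327 CPM in the inflammatory-like cluster, 22.6 times (20.0 to 25.4) the other macrophages. This rested on few cells. The 1116 *S100a9* UMIs of the cluster lay in 4 cells, and 1 of them held 682. Another 368 UMIs lay in 3 of the homeostatic-like cells. Leaving out the cell with the most UMIs of the gene lowered the ratio and kept it above 1. When all deposited barcodes were clustered without the cell filter, the ratio turned to 0.00652.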

Increased expression of *S100a9* in this cluster may be associated with early stages of differentiation from a monocyte to macrophage phenotype^23^. 

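In the steady-state cluster named antigen-presenting-like, *Yfp*+ and *Yfp*− cells numbered 17 and 37, and *Yfp* stood at 81.2 CPM (65.3 to 99.7). Of the *Yfp*− cells, 32.4% had a UMI of *Ifi205* and 29.7% of *Xcr1*, both in the dendritic cell marker lists, against none of the *Yfp*+ cells. *Adgre1* was found in 40.5% and *C1qa* in 21.6% of the *Yfp*− cells, against 82.4% and 82.4% of the *Yfp*+ cells. Part of the *Yfp*− cells thus resembled dendritic cells. *H2-Ab1* (ENSMUSG00000073421.6, chromosome 17, 34257689 to 34269419) and *H2-Aa* (ENSMUSG00000036594.15, chromosome 17, 34282744 to 34287823) are neighbouring MHCII genes. *H2-Ab1* was 3.23 times (3.11 to 3.34) and *H2-Aa* 2.56 times (2.48 to 2.65) the level of the other macrophages, and *Cd74* 2.55 times (2.49 to 2.60). *Retnla* stood at 17424 CPM in this cluster and 6774 in the homeostatic-like cluster. Its ratio of 3.19 (3.11 to 3.27) moved most, to 4.91, when macrophages were gated by *Adgre1* and *Itgam*. *Ear2* (ENSMUSG00000072596.4, chromosome 14, 44102654 to 44103534) had a ratio of 5.62 (4.83 to 6.54), and near-identical copies in its family make its level uncertain. *Nr2f6*, a different gene on chromosome 8 that the paper's discussion gives as *Ear2*, had a ratio of 0.959 (0.552 to 1.64).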

Cluster 3 was comprised of both *Yfp−* as well as *Yfp*+ macrophages, and showed increased expression of *H2-Ab1*, *H2-Aa*, *Retnla*, *CD74*, and *Ear2*. Furthermore, macrophages of cluster 3 expressed high levels of *Mki67* suggesting a proliferative state of this cluster **(**Fig. 2d, e). 

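*Mki67* (ENSMUSG00000031004.8, chromosome 7, 135689784 to 135716361) had 188 UMIs in 21 of the filtered cells, and 2 cells held 100 of them. It stood at 34.3 CPM in the antigen-presenting-like cluster, 0.403 times (0.274 to 0.579) the other macrophages, and at 105 CPM in the homeostatic-like cluster. The direction depended on the processing. Without regressing out cell-cycle scores, the ratio of the antigen-presenting-like cluster was 2.56 (1.88 to 3.52), and after thinning each cell to 2000 UMIs it was 1.04 (0.242 to 3.51). Without the cell holding the most *Mki67* UMIs it was 0.635.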

Taken together, the ontogeny of arterial macrophages is associated with distinct transcriptional clustering in single-cell gene expression profiling. While EMP-derived macrophages mainly expressed anti-inflammatory and homeostatic factors, we identified a cluster of early transdifferentiated BM-derived macrophages displaying an inflammatory phenotype (Supplementary Fig. 4E). A cluster of proliferating macrophages was of dual origin from EMPs as well as HSCs and mainly characterized by antigen presentation.

A limitation of our scRNA-seq analysis in steady state is the low number of total cells analyzed. This is due to the low abundance of macrophages in healthy adventitia, which has also been observed in other reports^3,4^.

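The 205 macrophages held 413 *Yfp* UMIs in all, and 30 of the *Yfp*+ macrophages were called from a single UMI. Depth per cell was high, as only 12 of the deposited barcodes (3.47%) had fewer than 1000 UMIs.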

### Contribution of HSCs to arterial macrophages

Having identified YS EMPs as a major contributor to arterial macrophages in adult mice, we next aimed to confirm our findings taking a complementary approach by quantifying HSC-derived macrophages in the aorta. We analysed expression of the FMS-like tyrosine kinase 3 (*Flt3*) in HSCs and their progeny, which is absent in YS hematopoietic progenitors^6,9^. In adult *Flt3*^*Cre*^; *Rosa26*^*eYFP*^ mice ~90% of blood monocytes were labelled, whereas in the aortas of 45-week-old mice ~45% of macrophages were eYFP positive (Fig. 3a, b). Flow-cytometry data were confirmed by immunohistology (Fig. 3c, d) and support the notion that BM progeny contribute less than half the population of tissue macrophages in the mouse aorta. Notably, eYFP+ and eYFP− macrophages showed an equal distribution in different anatomic regions of the aorta **(**Supplementary Fig. 6A, B) as well as a random distribution in tissue sections with similar distance to the media and to adjacent macrophages (Supplementary Fig. 7A, B), suggesting that the different populations do not inhabit specified niches.

**Fig. 3:**
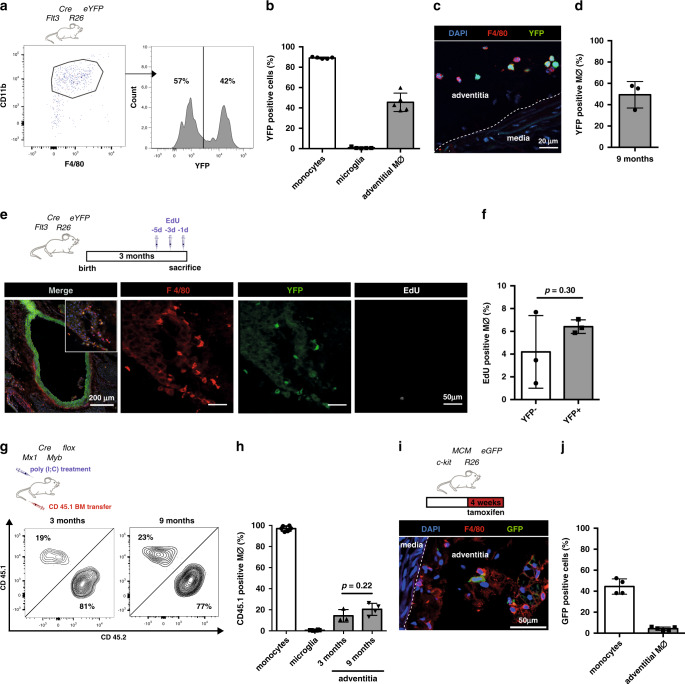
HSC-derived arterial macrophages. **a, b** Flow-cytometry analysis of arterial macrophages of *Flt3*^*Cre*^*Rosa26*^*eYFP*^ mice (gated on single CD45^+^, lin−(CD11c, SiglecF, Ter119, Ly6G) cells) (left) and characterization of eYFP expression (right). **a** Percentage of eYFP+ monocytes in blood and adventitial macrophages of 45-week-old mice (*n* = 5; two individual experiments). **c** Representative immunohistological images and **d** quantification of eYFP+ macrophages stained for F4/80 (*n* = 3; three individual experiments). **e, f** EdU incorporation in adventitial macrophages of *Flt3*^*Cre*^*Rosa26*^*eYFP*^ mice (14–16 week old). **e** Representative immunohistological images and **f** Quantification of EdU incorporation in eYFP− and eYFP+ F4/80+ macrophages (*n* = 3; 3 individual experiments). **g, h** Generation of BM chimeric mice by injection of poly(I:C) into *Mx1*^*Cre*^*Myb*^*flox/flox*^ (BM ablation) followed by transplantation of CD45.1 BM. **g** Representative flow-cytometry analysis showing expression of CD45.1 and CD45.2 on CD45^+^/lin^−^/CD11b^+^/F4/80^+^ macrophages in the adventitia and **h** percentage of CD45.1 macrophages after chimerism for 3 and 9 months is shown (*n* = 3 for 3 months; *n* = 4 for 9 months; seven individual experiments). **i, j** Pulse labelling of BM-derived cells in *Kit*^*MCM*^*Rosa*^*GFP*^ mice by tamoxifen feeding for 4 weeks. **i** Representative immunohistological images of aortas and **j** percentage of labelled blood monocytes (*n* = 4, 4 independent experiments) and adventitial macrophages (*n* = 5, 5 independent experiments). Scale bar as depicted in images. Two-sided *t*-tests was performed and mean ± SD is shown.

To determine the proliferation capacity of resident macrophages in the adventitia we injected *Flt3*^*Cre*^*Rosa26*^*eYFP*^ mice three times every 48 h with 5-ethynyl-2′-deoxyuridine (EdU), which is incorporated into DNA of proliferating cells. At steady-state conditions, ~5% of arterial macrophages incorporated EdU, which was comparable between eYFP+ and eYFP− macrophages (Fig. 3e, f). In the *Flt3*^*Cre*^*Rosa26*^*eYFP*^ mouse model, EdU incorporation in BM-independent (eYFP−) resident macrophages indicates their local proliferation.

To determine the de novo contribution of BM precursors to arterial macrophages in adult mice, we next analysed BM chimeric mice after transplantation with BM HSCs. Replacement of tissues macrophages was previously studied in lethally-irradiated mice, reporting chimerism rates of up to 90% in arterial macrophages^10^. Lethal irradiation is well known to induce tissue inflammation, and also to limit the potential of resident macrophages to self-renew. It is therefore an unsuitable method to determine steady-state turnover of tissue-resident macrophages. We established a genetic BM-transplantation model that harnesses conditional gene deletion to ablate the transcription factor *c-myb* and thereby depletes BM cells, hence allowing BM substitution without other preconditioning and circumventing the critical issues of irradiation mentioned above^24^.

YS EMPs develop independently of *c-myb*^9^. Consequently, in E16.5 *c-myb*^−/−^ mice lacking the HSC lineage we readily identified F4/80^hi^ macrophages in the aorta (Supplementary Fig. 8A). In adult *Mx1*^*Cre*^*c-myb*^*flox/flox*^;*CD45.2* mice conditional activation of the Mx1 promoter is achieved by application of poly(I:C) resulting in the depletion of *c-myb*-dependent BM precursors^24^. Transplantation of *CD45.1* BM resulted in high chimerism in blood monocytes (Supplementary Fig. 8B). After 3 and 9 months of BM-chimerism, ~20% of macrophages in the aorta expressed CD45.1 (Fig. 3g, h). Thus, we identified a low turnover of arterial macrophages in steady state with replacement of resident macrophages by BM-derived precursors.

Next, we induced labelling in Kit+ progenitors by 4-week tamoxifen feeding of adult *c-kit*^*MCM*^*Rosa26*^*GFP*^ mice. After this time, 45% of blood monocytes were labelled and ~5% of arterial macrophages expressed GFP (Fig. 3i, j). In summary, our data indicates, that there is continuous contribution of BM precursors to macrophages in the mouse aorta, as well as local proliferation of tissue-resident macrophages.

### Proliferation of arterial macrophages following depletion

After having identified differences in the molecular programs of EMP- and BM-derived arterial macrophages, we aimed to explore their response to homeostatic and inflammatory cues. Survival of resident arterial macrophages is dependent on CSF1R as shown in a genetic model targeting *Lyve-1*-expressing macrophages as well as using the pharmacological CSF1R-inhibitor Ki20227^25^. Here, we combined CSF1R-inhibition using PLX5622, which efficiently depletes tissue macrophages^26^, with lineage tracing of BM-derived macrophages. Inhibitor feeding resulted in robust depletion of arterial macrophages as expected (Fig. 4a, b). After 3 days of PLX5622-diet, ~75% of tissue macrophages were ablated. We then switched to normal chow diet, which resulted in recovery of arterial macrophages to near baseline values within 7 days, quantified by flow cytometry and histology (Fig. 4a–c).

**Fig. 4:**
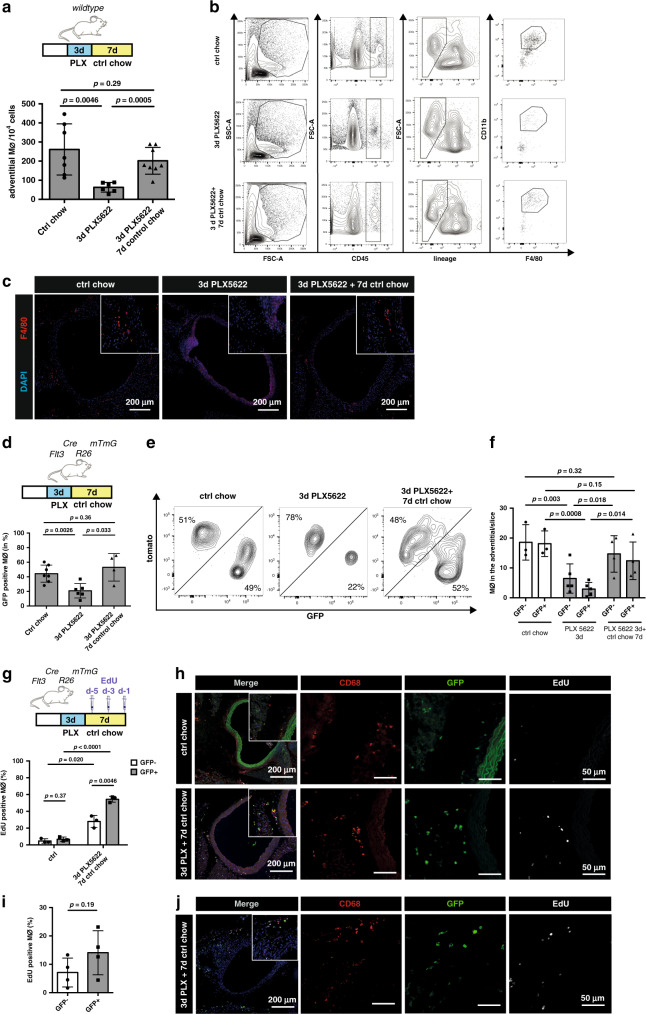
BM-derived macrophages are more susceptible to Csf1r-inhibiton. **a**–**c** CSF1R-inhibition in wildtype mice. **a** Schematic of macrophage depletion by CSF1R-inhibiton for 3 days (PLX5622 chow) followed by 7 days of control chow (recovery) and number of macrophages (Mϕ) in the adventitia of the respective treatment group (*n* = 7 for ctrl chow, *n* = 6 for 3 days of PLX5622; *n* = 8 for 3 days of PLX5622 followed by 7 days of control chow; two individual experiments for each condition). **b** Representative FACS analysis of all adventitial macrophages isolated from individual mice fed with either control chow (upper panel), 3 days of PLX5622 (middle panel) or 3 days of PLX followed by 7 days of control chow (lower panel). Adventitial macrophages were gated on CD45+, lineage− (CD11C, Ly6G, TER119, Siglec-F, TCR-ß, Nk1.1), CD11b+, F480^hi^. **c** Representative immunohistology of macrophages in the adventitia (*n* = 3, three independent experiments). **d**–**j** CSF1R-inhibition in *Flt3*^*Cre*^*Rosa26*^*mTmG*^ mice. **d** Percentage of GFP+ macrophages in the adventitia (*n* = 7 for ctrl chow, *n* = 6 for 3 days of PLX5622; *n* = 4 for 3 days of PLX5622 followed by 7 days of control chow; two individual experiments for each condition). **e** Flow cytometry of tomato and GFP expression in adventitial macrophages. **f** Histological quantification of GFP + CD68 + macrophages (*n* = 3 for ctrl chow, *n* = 5 for 3 days of PLX5622; *n* = 4 for 3 days of PLX5622 followed by 7 days of control chow; 2 individual experiments for each condition). **g, h** Macrophage proliferation after depletion by PLX5622 in *Flt3*^*Cre*^*Rosa26*^*eYFP*^ mice and injection of EdU i.p. either **g** 5, 3, and 1 days before euthanization (*n* = 3 for ctrl chow, *n* = 3 for 3 days of PLX5622 followed by 7 days of control chow; 1 individual experiments for each condition) or **i** only once 2 h before euthanization (to determine local proliferation; *n* = 4; 1 individual experiment). **h, j** Representative immunohistological images from aortas. Scale bar as depicted in images. Two-sided *t*-tests was performed and mean ± SD is shown.

Thus, this model allows to assess the kinetics of macrophage ablation and recovery following blockade of CSF1R signalling. To compare the response of BM- and embryonic-derived macrophages to PLX5622, we applied the *Flt*^*Cre*^*Rosa26*^*mTmG*^ reporter mice, in which constitutive expression of red (tomato) fluorescence switches to green (GFP) once the Flt3 promoter is active^27^. Both eYFP+ and eYFP− macrophage populations were depleted after 3 days of PLX5622 treatment (Fig. 4d–f). The relative proportion of eYFP+ macrophages was reduced from ~45 to ~20% indicating that the depletion of BM-derived macrophages was stronger (Fig. 4d, e).

When we switched the PLX5622-diet to normal chow after 3 days, not only macrophage numbers normalized within one week but also the relative proportion of BM-derived cells contributing to the pool of arterial macrophages was restored to baseline values of ~45% (Fig. 4d–f). Measurement of macrophage EdU incorporation during the recovery phase indicated strong proliferation of both GFP+ and GFP− populations (Fig. 4g, h). Whereas EdU incorporation in GFP− resident macrophages indicated their local proliferation, BM-dependent GFP+ cells could either proliferate locally or be recruited as proliferating cells from BM cavities. Additional experiments with short-term EdU treatment (single injection 2 h before euthanization) in *Flt*^*Cre*^*Rosa26*^*mTmG*^ mice confirmed the increased proliferation of BM-derived GFP+ macrophages and indicated that recruitment of circulating GFP+ cells may play a minor role for the restoration of the arterial macrophage pool under these conditions (Fig. 4i, j). In summary, proliferation of both BM as well as embryo-derived macrophages contributes to the recovery of depleted macrophages.

### Transient recruitment of BM macrophages in AngII inflammation

As we have characterized the dependence of arterial macrophage populations on CSF1R homeostatic signalling, we next determined macrophage responses to inflammatory cues. Continuous application of AngII via an osmotic pump induces vascular inflammation increasing the number of tissue macrophages (Supplementary Fig. 9A, B)^14,28,29^ and causing arterial fibrosis (Supplementary Fig. 9D, E)^30^. The AngII-induced increase in macrophages is largely confined to the adventitia, which harbors ~90% of macrophages (Fig. 5c, Supplementary Fig. 9C). In *Flt3*^*Cre*^*Rosa26*^*eYFP*^ mice on AngII treatment, we observed a significant increase in BM-derived macrophages in the early phase of inflammation (Fig. 5a). To compare the proliferative capacity of the different macrophage populations, we evaluated EdU incorporation in arterial macrophages of *Flt3*^*Cre*^*Rosa26*^*eYFP*^ mice on AngII treatment. Using repeated EdU injections, comparable to the regimen used at baseline conditions (Fig. 3e), proliferation was profoundly increased in acute inflammation compared to baseline in eYFP− arterial macrophages (Fig. 5b, c). As described above, incorporation of EdU in BM-derived macrophages may not solely represent local proliferation. Injection of EdU 2 h before euthanization mostly excludes the impact of monocyte-influx into the arterial wall and therefore depicts local proliferation^11^. Interestingly, using this labelling strategy, we found that proliferation of GFP+ macrophages was lower compared to GFP− resident macrophages (Fig. 5d, e).

**Fig. 5:**
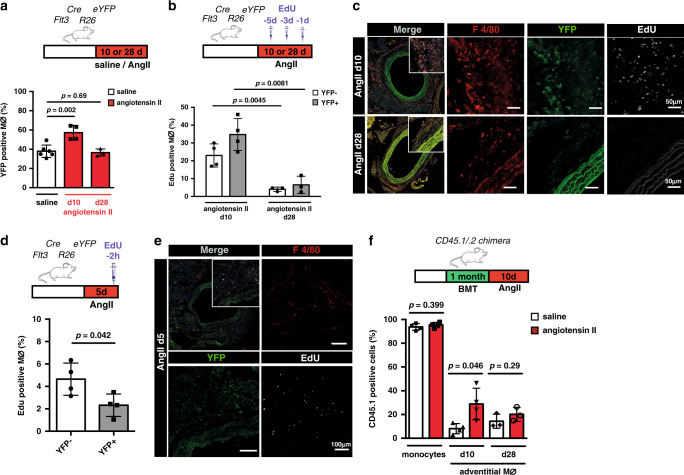
Local proliferation of resident macrophages and recruitment of BM-derived macrophages in response to AngII. **a** Schematic of AngII delivery by osmotic pumps implanted into *Flt3*^*Cre*^*Rosa26*^*eYFP*^ mice for either 10 or 28 days. Percentage of eYFP+ macrophages in the adventitia (*n* = 6 for steady state; *n* = 4 for 10d of AngII, *n* = 3 for 28d of AngII; three individual experiments for steady state and 10 days, and 1 individual experiment for 28 days of AngII). **b, d** schematic graphs analysing the proliferative behavior of macrophages in response to AngII by repeated injection of EdU i.p. 1, 3 and 5 days (**b**; *n* = 4 for 10d of AngII, *n* = 3 for 28d of AngII; each 2 independent experiment) or only once 2 h (**d**; n = 4 for 5d of AngII; 1 individual experiment) before euthanization. Quantification of proliferating eYFP− and eYFP+ macrophages in respective groups is shown. **c, e** representative immunohistology of proliferating arterial macrophages in response to AngII. **f** AngII or saline pumps were implanted into poly(I:C) treated BM chimeric CD45.2 *Mx1*^*Cre*^*Myb*^*flox/flox*^ recipient mice transplanted with CD45.1 BM. Bar-graph shows percentage of CD45.1 monocytes in the blood after 10 days of AngII treatment and CD45.1 macrophages in the adventitia after 10 days (*n* = 4 for each group; 2 individual experiments) and after 28 days (*n* = 3 for each group; each two independent experiments). Scale bar as depicted in images. Two-sided *t*-tests was performed. Mean ± SD is shown.

To determine whether the increase of BM-derived macrophages was mediated by recruitment of BM-derived cells we implanted AngII pumps into BM chimeric *Mx1*^Cre^*Myb*^fox/flox^;*CD45.2* which had been induced with poly(I:C) and transplanted with CD45.1 congenic BM cells. At day 10 of AngII treatment, we observed an increased CD45.1 chimerism of ~30% as compared to <10% in control mice receiving osmotic pumps with saline (Fig. 5f). Thus, the inflammatory response to AngII is characterized by local proliferation of embryo-derived arterial macrophages. The increase in eYFP+ macrophages in early inflammation is largely driven by recruitment of BM-derived cells.

To test the macrophage response to chronic AngII inflammation, we applied AngII treatment over 4 weeks via osmotic pumps. Approximately 40% of arterial macrophages in *Flt3*^*Cre*^*Rosa26*^*eYFP*^ mice were eYFP+ after 4 weeks, which was similar to the labelling in control mice receiving saline pumps or at steady-state conditions (Fig. 5a, Fig. 3h). In analogy to this experiment, the chimerism of transplanted CD45.1 cells in BM chimeric *Mx1*^Cre^*Myb*^flox/flox^ mice was not different between saline and AngII treatment after 4 weeks (Fig. 5f). Additionally, eYFP+ as well as eYFP− macrophages in *Flt3*^*Cre*^*Rosa26*^*eYFP*^ mice showed similar low-level EdU incorporation 28 days after AngII treatment (Fig. 5b, c). These findings indicate that increased recruitment of BM precursors, which is a hallmark of acute inflammation, is only transient. They also suggest that the relative contribution of macrophages in the mouse aorta in relation to their developmental paths could be maintained in chronic inflammatory conditions.

### Profiling of adventitial immune cells in AngII inflammation

Next, we explored the transcriptional landscape of macrophage populations in response to AngII-mediated inflammation at single-cell resolution (Fig. 6). 

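A matrix of UMI counts, made as for the steady-state library, was deposited for CD45-positive adventitial cells of 2 animals pooled into 1 library. The animals had received angiotensin II for 10 days from osmotic pumps, at 1.80 µg per kg per min. The matrix held 4419 barcodes and 20481854 UMIs. The median was 1117 UMIs per barcode, with a range from 500 to 86710, and 44.6% of barcodes had fewer than 1000 UMIs. The same filter left 4198 barcodes, removing 17 with too few genes, 36 with too many and 180 with too high a mitochondrial share, some on more than 1 count. Those kept had a median of 1092 UMIs and 676 genes. Clusters were rebuilt and named as at steady state, leaving 30 reported genes out of the variable genes. Scrublet called 0 barcodes as doublets, so there is no alternative without them, and doublets stay in the data. As there is again 1 library, no p-value was computed. Most cells were shallow, so CPM values or thinned cells are given beside shares of cells with a UMI.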

In analogy to the steady-state analysis described above, we isolated total CD45+ immune cells from adventitias of *Rank*^*Cre*^*Rosa26*^*eYFP*^ mice after 10 days of AngII treatment. As demonstrated above, leukocytes are largely confined to the adventitia in AngII inflammation (Fig. 5c), and ~90% of macrophages are located in this layer of the aorta (Supplementary Fig. 9C). 

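Rebuilding the clusters of the filtered AngII cells gave 15 clusters at resolution 0.4 and 20 at resolution 0.8. Named clusters were like macrophages, conventional type-1 dendritic cells, migratory dendritic cells, neutrophils, T cells and B cells. A cluster of 145 cells stayed unnamed, as its leading genes were those of mast cells and of cytotoxic lymphocytes together (*Mcpt4*, *Cma1*, *Cpa3*, *Gzma* and *Nkg7*).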

Unsupervised Seurat-based clustering of 4419 cells revealed 12 clusters of immune cells (Fig. 6a**;** Supplementary Fig. 10A–C, F, Supplementary Data 1). 

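Macrophage-like clusters held 2392 of the AngII cells (57.0%, 55.5 to 58.5). This share moved with the processing, from 18.3% when macrophages were gated by *Adgre1* and *Itgam* to 66.1% among cells with at least 1000 genes. *Yfp* UMIs were found in 324 of these macrophages (13.5%, 12.2 to 15.0) and in 9 of 372 lymphocyte-like cells (2.42%, 1.11 to 4.54), whose median depths were 1125 and 905.5 UMIs. Per UMI, *Yfp* stood at 84.7 CPM (79.3 to 90.4) in macrophages and 11.9 (6.90 to 19.0) in lymphocytes. All non-macrophage clusters together, a wider background, had 76 of 1806 *Yfp*+ cells (4.21%). *Yfp*+ macrophages had a median of 6018 UMIs and *Yfp*− macrophages 1019.5.
With every cell thinned to 2000 UMIs, 100 of 781 macrophages (12.8%, 10.5 to 15.4) and 0 of 101 lymphocytes (at most 3.59%) had a *Yfp* UMI, with 1611 and 271 shallower cells left out. With 1000 UMIs it was 7.59% of 1330 macrophages, with 1062 left out. The share among macrophages with 500 to 1000 UMIs was 4.80%, and among those with 20000 to 60000 UMIs it was 46.5%.

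**Figure D2:**
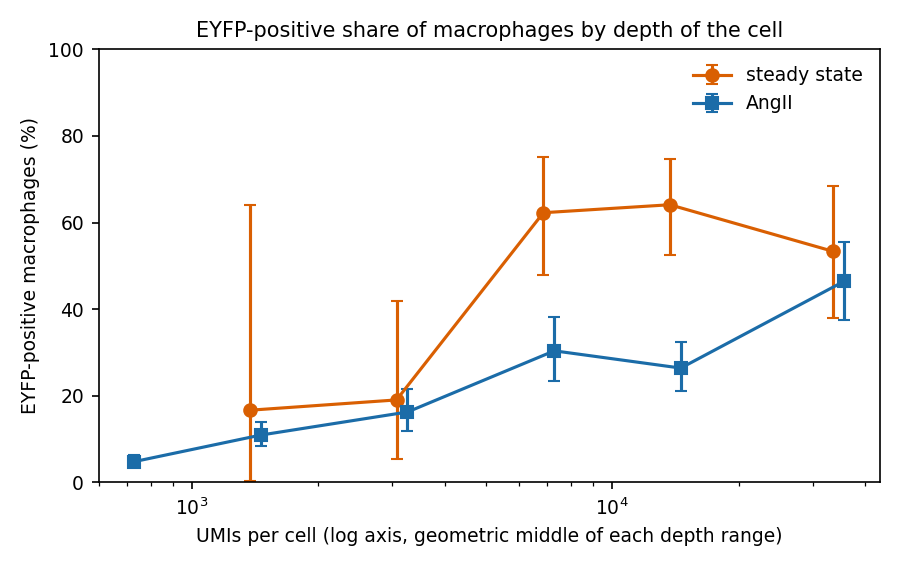
Share of macrophages with at least 1 EYFP UMI (y axis, %) by the number of UMIs in the cell (x axis, log scale, 1 point per depth range), in the steady-state (orange circles) and AngII (blue squares) libraries, with exact Clopper-Pearson 95% intervals as error bars. On AngII the share is 4.80% in the shallowest cells and 46.5% in the deepest, and at steady state it is 64.1% between 10000 and 20000 UMIs.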

Macrophages continued to represent the most abundant immune cells in the arterial wall after 10 days of AngII application (Fig. 6c). 

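The AngII macrophages fell into 5 clusters. The largest held 1248 cells with markers of macrophages in general and no more specific name, and is called mixed-like. Its leading genes included the immunoglobulin genes *Ighg2c*, *Jchain*, *Igkc* and *Iglv1*. A single barcode held 8799 of the 8837 *Ighg2c* UMIs and 83.6% of the *Igkc* UMIs of the filtered cells, and without it *Igkc* still stood at 150.3 CPM in this cluster against 26.9 CPM in the other macrophage clusters. The others were antigen-presenting- or type-2-like (538 cells), reparative-like (458 and 33 cells) and homeostatic-like (115 cells). The stress gene *Hmox1* was among the leading genes of the larger reparative-like cluster.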

Their gene expression patterns were more diverse than in steady state, allowing us to differentiate five macrophage populations (clusters 0, 2, 3, 4, and 7). In addition, we identified different clusters of dendritic cells (clusters 1,10, and 11), eosinophil (cluster 9), and neutrophils (cluster 5) in the inflamed aorta (Supplementary Fig. 11).

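Conventional type-1 dendritic-cell-like clusters held 609 and 66 cells, and the migratory dendritic-cell-like cluster 155. Neutrophil-like clusters held 281, 125 and 31 cells. A cluster of 22 cells got the same name from the scoring, but its leading genes held the eosinophil marker *Ccr3* and *Alox15*, which eosinophils also express, beside the neutrophil marker *Retnlg*, so whether it holds neutrophils or eosinophils stays open. An eosinophil-like cluster of 19 cells stood apart when 30 principal components were used or the cell filter was left out.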

**Fig. 6:**
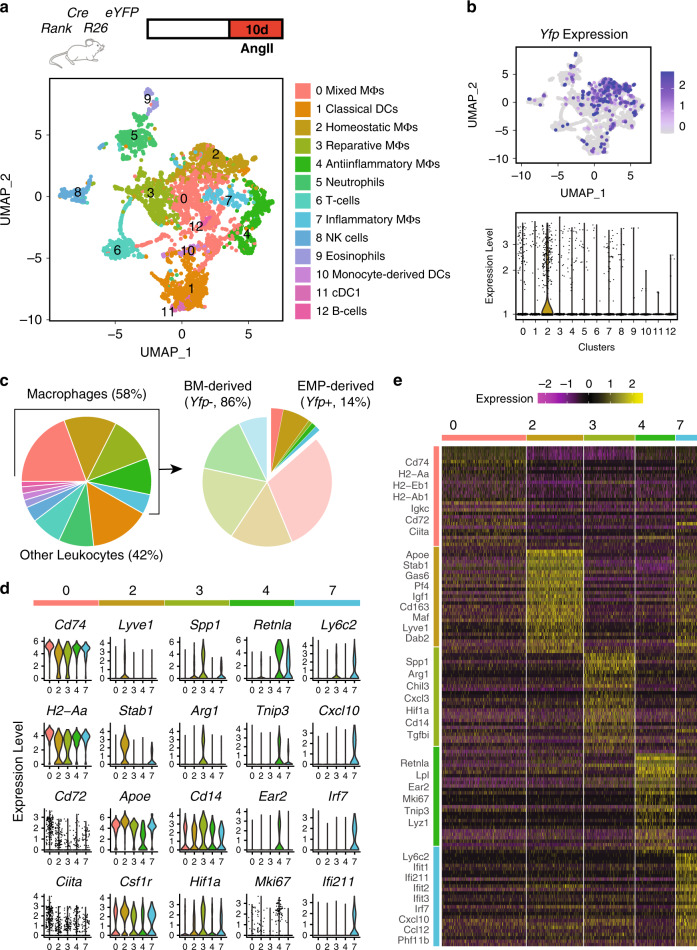
Transcriptional profiling of macrophages in response to AngII. Single-cell transcriptome analysis reveals the heterogeneity of leukocyte populations in inflammation. **a** UMAP visualization of gene expression in single CD45+ cells in adventitias of *Rank*^Cre^*Rosa26*^eYFP^ mice treated with AngII for 10 days (*n* = 4419 cell from 2 animals), depicting 13 different cell types including 5 distinct macrophage (Mϕ) subtypes. **b** Feature (upper panel) and Violin (lower panel) plots showing the expression of *Yfp* in adventitial leukocytes. Expression of *Yfp* is mainly identified in the cluster of homeostatic macrophages (cluster 2). **c** Proportion of different leukocyte populations in inflamed aorta (left panel) and fraction of *Yfp*-expressing cells within adventitial macrophages (right panel). **d** Violin plots representing significant (*P* value < 0.05) expression of markers of mixed (cluster 0), homeostatic (cluster 2), reparative (cluster 3), anti-inflammatory (cluster 4), and inflammatory (cluster 7) macrophages. **e** Heatmap showing top30 marker genes in each macrophage subset. Expression scale is Log2 fold-change of gene expression in the corresponding cluster against all other macrophage clusters. Representative markers of each subtype are labeled.

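On AngII, *Yfp*+ cells made up 51 of 115 (44.3%, 35.1 to 53.9) homeostatic-like macrophages, 214 of 1248 (17.1%, 15.1 to 19.4) mixed-like macrophages and 42 of 538 (7.81%, 5.68 to 10.4) antigen-presenting- or type-2-like macrophages. The reparative-like clusters had 16 of 458 (3.49%, 2.01 to 5.61) and 1 of 33 (3.03%, 0.0767 to 15.8). Depth differed between these groups, at a median of 6862 UMIs in homeostatic-like and 1082.5 in mixed-like cells. After thinning to 2000 UMIs, 24 of 81 homeostatic-like (29.6%, 20.0 to 40.8) and 62 of 364 mixed-like cells (17.0%, 13.3 to 21.3) were *Yfp*+, with 34 and 884 cells left out. In CPM, *Yfp* stood at 162 (139 to 188) in homeostatic-like and 122 (112 to 132) in mixed-like macrophages.

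**Figure D3:**
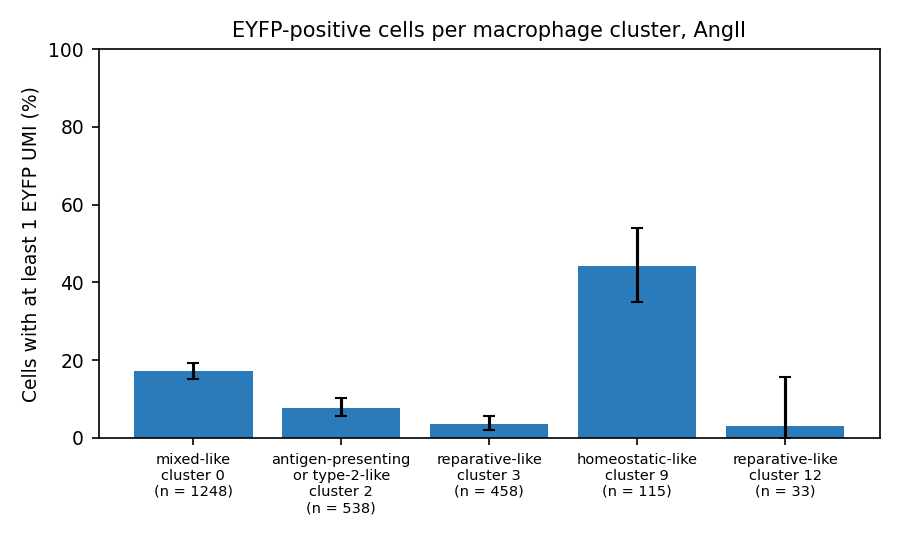
Share of cells with at least 1 EYFP UMI (y axis, %) in each of the 5 macrophage-like clusters of the AngII library (x axis), with exact Clopper-Pearson 95% intervals as error bars and the number of cells under each name. The homeostatic-like cluster has the highest share, 44.3%, and the reparative-like clusters the lowest, 3.49% and 3.03%.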

Macrophage cluster 2 contained most of EMP-derived (*Yfp*+) macrophages (Fig. 6b, c), and was characterized by expression of *Lyve-1*, *Stab1*, *Gas6*, *Cd163*, and *Pf4* (Fig. 6d, e) mirroring the homeostatic cluster identified in steady state. 

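By CPM, *Yfp* was 2.13 times (1.79 to 2.52) as high in the homeostatic-like cluster as in the other macrophages. This ratio moved most, to 9.42, when cell-cycle scores were not regressed out. Where most *Yfp*+ macrophages lay depended on how the clusters were drawn. With the clusters as built here the homeostatic-like cluster was small and held 15.7% of all *Yfp*+ macrophages, while the mixed-like cluster held 66.0%. With the reported genes kept among the variable genes, a homeostatic-like cluster of 499 cells held 67.1% of the *Yfp*+ macrophages of that setting. There, 244 of the 324 *Yfp*+ macrophages were still macrophage-like, and a cluster of 854 cells, 9.25% of them *Yfp*+, was named B-cell-like. Over all 324, the homeostatic-like cluster held 50.6%. Of the 8 alternatives that drew the clusters anew, 7 placed most of their own *Yfp*+ macrophages in homeostatic-like clusters, from 58.6% among cells with at least 1000 genes to 93.0% without the cell-cycle step, and log-normalization 31.5%. Without the cell-cycle step, the homeostatic-like cluster had 1172 cells instead of 115 and no cluster was mixed-like. The paper's reported share of *Yfp*+ cells in its cluster 2 is 30.6%, against 6.4% in all other cells, from a sheet of Supplementary Data 1 of which 1998 of 8984 rows were used.
Of the genes left out of the clustering, *Lyve1* was 15.4 times (13.6 to 17.4) and *Cd163* (ENSMUSG00000008845.9, chromosome 6, 124304656 to 124330527) 14.2 times (12.9 to 15.6) the level of the other macrophages. The ratio was 10.7 (9.78 to 11.7) for *Gas6*, 5.04 (4.69 to 5.41) for *Stab1* and 2.90 (2.78 to 3.02) for *Pf4*. The *Lyve1* ratio ran from 1.58 with log-normalization to 39.0 with 10 principal components. With log-normalization the homeostatic-like cluster had 1258 cells at a median of 768 UMIs and the mixed-like cluster 552 at 10993.5. Values of that setting can therefore not be told apart from depth. From *Yfp* and these genes, the paper concludes that its cluster 2 holds most EMP-derived macrophages and mirrors the homeostatic cluster of steady state.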

A relevant proportion of *Yfp*− BM-derived macrophages was also present in this cluster in response to AngII inflammation. 

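In the homeostatic-like cluster on AngII, 64 cells had no *Yfp* UMI. These *Yfp*− cells had a median of 1847.5 UMIs against 12569 in the *Yfp*+ cells of the cluster, a depth at which a *Yfp* UMI is less often found. A missing *Yfp* UMI therefore does not by itself show that a cell lacked the transcript.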

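*Cd72* (ENSMUSG00000028459.11, chromosome 4, 43446462 to 43454628) stood at 175 CPM in the mixed-like cluster, 3.81 times (3.32 to 4.38) the other macrophages of the AngII library. Each alternative gave a lower ratio, from 1.13 with log-normalization to 3.77 with cells thinned to 2000 UMIs. The ratios of the MHCII-related genes were 1.21 (1.19 to 1.24) for *H2-Eb1*, 1.16 (1.14 to 1.18) for *H2-Aa*, 1.12 (1.11 to 1.14) for *Cd74*, 1.09 (1.07 to 1.11) for *H2-Ab1* and 1.13 (1.0046 to 1.28) for *Ciita*. Each of these 5 genes had a higher CPM in the antigen-presenting- or type-2-like cluster than in the mixed-like cluster. The ratios of the former against the other macrophages ran from 1.81 for *Ciita* to 2.09 for *H2-Ab1*. With log-normalization in place of SCTransform, the ratios of the mixed-like cluster for the 5 genes ran from 0.554 for *H2-Eb1* to 0.643 for *Ciita*. That cluster had 552 cells at a median of 10993.5 UMIs, so it is not the same group of cells. They were highest with 30 principal components, from 1.97 for *Cd74* to 2.25 for *H2-Eb1*, and ran from 1.64 for *Cd74* to 1.87 for *H2-Eb1* at resolution 0.8, where the clusters of that name had 36 and 41 cells.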

The only other cluster containing a relevant proportion of *Yfp*+ macrophages was cluster 0, which showed high expression of *CD72* as well as MHCII-related genes (*CD74, H2-Eb, H2-Ab1, H2-Aa,* and *Ciita*). This cluster did not express cluster-specific signature genes compared to the other macrophage clusters, as highlighted in the heatmap analysis, and they were therefore termed Mixed Macrophages (Fig. 6d, e). Clusters 3, 4, and 7 represented BM-derived macrophages and displayed profound heterogeneity. 

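Of the macrophage clusters on AngII, the larger reparative-like cluster had the lowest *Yfp* level, 10.0 CPM (6.55 to 14.7), which was not distinguishable from that of lymphocyte-like cells. The antigen-presenting- or type-2-like cluster stood at 62.0 CPM (52.1 to 73.3), above lymphocyte-like cells. It was not distinguishable from the largest neutrophil-like cluster, at 60.2 CPM (42.8 to 82.4) and 6.76% *Yfp*+ cells, or from the unnamed cluster, at 52.5 CPM (36.6 to 73.1). An interferon-response-like cluster was not separate at resolution 0.4. At resolution 0.8 it held 158 cells, of which 157 lay in the mixed-like cluster at resolution 0.4. Of these cells, 26 (16.5%, 11.0 to 23.2) were *Yfp*+, at a median of 1807 UMIs.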

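In the larger reparative-like cluster on AngII, *Chil3* (ENSMUSG00000040809.10, chromosome 3, 106147554 to 106167564) was 9.85 times (9.05 to 10.7) the level of the other macrophages, uncertain as its reads can be split with *Chil4*, and *Arg1* (ENSMUSG00000019987.9, chromosome 10, 24915221 to 24927484) 5.12 times (4.73 to 5.54). *Tgfbi* was 2.36 times (2.27 to 2.45) and *Tgfb1* 1.81 times (1.67 to 1.97) that level. *Spp1* was 2.21 times (2.13 to 2.29) the level of the others, and the smaller reparative-like cluster had 18287 CPM of it against 2139.7 in the larger. Over both reparative-like clusters together the *Spp1* ratio was 5.84. It moved most, to 4.36, without regressing out cell-cycle scores.
Interferon-induced genes were measured in the interferon-response-like cells found at resolution 0.8. *Ifit1*, *Ifit2* and *Ifit3* lie together on chromosome 19, between 34550694 and 34650009. *Ifit1* was 12.2 times (10.1 to 14.7) and *Ifit2* 36.8 times (28.6 to 47.8) the level of the other macrophages. *Ifit3*, whose reads can be split with *Ifit3b*, was 20.2 times (16.7 to 24.5) their level, *Ifi211* 6.34 times (5.51 to 7.29) and *Irf7* 5.95 times (5.20 to 6.79). *Ly6c2*, uncertain beside its near-identical copy, stood at 386 CPM there, 2.30 times (2.01 to 2.62) the others. In the larger reparative-like cluster at resolution 0.4 it stood at 471 CPM, 3.38 times (3.11 to 3.66) the other macrophages. The leading genes of that cluster included *Vcan*, *Hp* and *Plac8*, which monocytes also express, so it is not a clear macrophage class.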

While cluster 3 was defined by high expression of *Spp1, Arg1 Chil3*, and *Tgfß*, genes linked to reparative functions, cluster 7 showed high levels of proinflammatory genes, e.g., interferone-induced genes (*Ifit1, Ifi211, Ifit2, Ifit3,* and *Irf7*) and was the only cluster expressing high levels of *Ly6c*. 

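*Ear2*, whose level is uncertain beside its near-identical copies, stood at 729 CPM in the antigen-presenting- or type-2-like cluster on AngII, 15.7 times (14.0 to 17.6) the other macrophages. *Retnla* (ENSMUSG00000061100.5, chromosome 16, 48842551 to 48844461) stood at 5875 CPM, 17.9 times (17.1 to 18.6) the others, and *Mki67* at 79.2 CPM, 4.57 times (3.65 to 5.73). When cell-cycle scores were not regressed out, the ratios of the cluster of that name were 0.881 for *Ear2*, 0.167 for *Retnla* and 89.3 for *Mki67*. That cluster had 103 cells, 1.94% of them *Yfp*+, against 538 cells and 7.81% in the main setting. A cluster of 458 cells was named migratory dendritic-cell-like there, against 155 in the main setting. The name thus need not cover the same cells, and these ratios do not test the main cluster. *Nr2f6* had a ratio of 1.04 (0.767 to 1.39) in the main setting.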

Cluster 4 was characterized by high expression of *Ear2* and *Retnla*, which are associated with type-2 cytokine responses, and the proliferation marker *Mki67* (Fig. 6d, e). We further evaluated biological pathways enriched in respective macrophage populations by analysing gene ontology terms associated with differentially expressed genes using ClueGO (Supplementary Fig. 10E). These data confirm the broad functional spectrum of arterial macrophages and their heterogeneity seen in other models of vascular disease^3,4,31^.

It should be noted that a potential limitation of our scRNA-seq analysis in AngII conditions is the relatively low coverage. 

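A filter of at least 1000 genes left 1411 AngII cells, among which 25.6% of macrophages were *Yfp*+. Of the *Yfp*+ macrophages under the main filter, 164 were called from a single *Yfp* UMI. Requiring 2 UMIs lowered the share of *Yfp*+ macrophages to 6.69%.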

Focusing the scRNA-Seq analysis on the adventitial tissue of the aorta, thereby excluding intima and media, can be considered another limitation. However, we analyzed most leukocytes that accumulated in the aorta in AngII inflammation as demonstrated by extensive histology.

### Distinct transcriptional patterns in EMP-derived macrophages

In addition to the differential analysis of macrophage clusters provided in Fig. 6, we also compared the transcriptional profiles of all *Yfp*+ (EMP-derived) and *Yfp*− macrophages in response to AngII inflammation (Fig. 7a, Supplementary Data 1). 

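The 324 *Yfp*+ and 2068 *Yfp*− macrophages on AngII were compared by CPM over all macrophage-like clusters. Of the 8088 genes with at least 100 UMIs, 5224 kept their direction after thinning to 2000 UMIs. Of these, the 5 with the highest ratio were *Gdf15* (ENSMUSG00000038508.7, chromosome 8, 70629393 to 70632456) at 4.31 (3.15 to 5.95), *Cd209g* at 4.24 (3.11 to 5.83), *Pmp22* at 3.57 (3.00 to 4.24), *Cd209f* at 3.56 (2.92 to 4.36) and *Col14a1* at 3.56 (2.44 to 5.23). A single cell held 39.5% of the *Gdf15* UMIs, and without it the ratio was 1.77 (1.19 to 2.61). The 5 lowest were *Jchain*, *Ighg2c*, *Iglv1*, *Igkc* and *Inhba*. One *Yfp*− barcode held 99.9% of the *Jchain* UMIs in macrophages, 99.8% of those of *Ighg2c*, 100% of those of *Iglv1* and 96.3% of those of *Igkc*. The *Ighg2c* ratio turned above 1 in 4 settings, the highest value being 1.15 at resolution 0.8. *Inhba* had a ratio of 0.0188 (0.00607 to 0.0440). All 365 rows of the authors' own sheet for this comparison were used.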

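*Lyve1* stood at 201 CPM in *Yfp*+ and 62.3 CPM in *Yfp*− macrophages of the AngII library, a ratio of 3.22 (2.85 to 3.63). The ratio was 2.68 (2.45 to 2.94) for *Gas6*, 2.54 (2.45 to 2.63) for *Pf4*, 2.44 (2.23 to 2.68) for *Cd163* and 2.15 (2.01 to 2.31) for *Stab1*. Ratios were also compared within clusters, so that *Yfp*+ cells are set only against *Yfp*− cells of their own cluster. The within-cluster ratio was 1.10 (0.962 to 1.25) for *Lyve1*, 0.996 (0.908 to 1.09) for *Gas6*, 0.840 (0.762 to 0.926) for *Cd163* and 1.10 (1.02 to 1.18) for *Stab1*, while *Pf4* kept 1.71 (1.65 to 1.78).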

*Yfp*+ macrophages expressed high levels of homeostasis-related genes, which is in-line with their main representation in cluster 2 (Fig. 6b). These homeostasis-related genes associated with biological pathways involved in VEGF production, negative regulation of apoptotic processes and regeneration (Fig. 7a). Additionaly, we analysed pathways associated with secretory function of macrophages. In inflammatory conditions, EMP-derived macrophages expressed high levels of chemokines attracting other immune cells, such as monocytes, neutrophils, and lymphocytes (*Ccl2, Ccl7,* and *Ccl12*). 

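The 3 chemokine genes lie together on chromosome 11, *Ccl2* (ENSMUSG00000035385.5) from 82035571 to 82037453, *Ccl7* (ENSMUSG00000035373.2) from 82045712 to 82047525 and *Ccl12* (ENSMUSG00000035352.3) from 82101845 to 82103400. *Ccl7* stood at 1157 CPM in *Yfp*+ and 349 in *Yfp*− macrophages, a ratio of 3.32 (3.16 to 3.49). *Ccl12* stood at 417 and 149.6 CPM, a ratio of 2.79 (2.58 to 3.02), and *Ccl2* at 1016 and 499.7 CPM, a ratio of 2.03 (1.94 to 2.13). Over the alternatives tried, the *Ccl12* ratio ran from 2.48, with the mean of the cells' own CPM, to 3.03, with 10 principal components. Compared within clusters the ratios were 2.18 (2.08 to 2.30) for *Ccl7*, 1.98 (1.82 to 2.16) for *Ccl12* and 1.71 (1.63 to 1.80) for *Ccl2*. Of the 3 genes, *Ccl12* alone was left out of the variable genes that shaped these clusters.

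**Figure D4:**
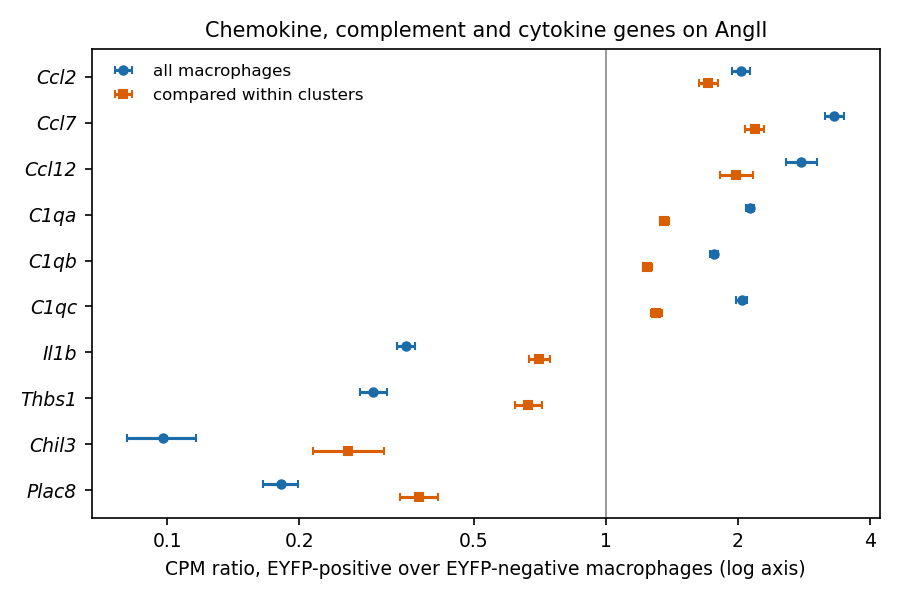
Ratio of CPM in *Yfp*+ over *Yfp*− macrophages on AngII (x axis, log scale, with 1 as a vertical line) for 10 genes (y axis), over all macrophages (blue circles) and compared within clusters (orange squares), with 95% intervals of counting error. Each of the 6 chemokine and complement genes lies above 1 and each of the other 4 genes below 1 in both comparisons, and the within-cluster values lie nearer to 1.

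The paper's reported share of cells with a *Ccl12* UMI is 48.5% of *Yfp*+ and 15.9% of *Yfp*− macrophages of its own clusters. Here the shares were 48.8% and 16.1%, not corrected for the greater depth of *Yfp*+ macrophages.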

Further, genes of the complement cascade (*C1qa, C1qb,* and *C1qc*) (Fig. 7b) were upregulated in *Yfp*+ macrophages. On the other hand, *Yfp*− macrophages expressed genes associated with cytokine secretion linking them to proinflammatory (e.g., *Il1b* and *Thbs1*) as well as anti-inflammatory processes (e.g., *Chil3* and *Plac8*) (Fig. 7a, b, Supplementary Fig. 10E).

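*C1qa* (ENSMUSG00000036887.5), *C1qc* (ENSMUSG00000036896.5) and *C1qb* (ENSMUSG00000036905.8) lie on chromosome 4, between 136880129 and 136898803. They were among the markers used to name macrophages in general. *C1qa* in *Yfp*+ macrophages on AngII was 2.13 times (2.08 to 2.18) its level in *Yfp*− macrophages, *C1qc* 2.04 times (1.98 to 2.10) and *C1qb* 1.76 times (1.73 to 1.80). Within clusters the ratios were 1.36 (1.33 to 1.39), 1.30 (1.27 to 1.34) and 1.24 (1.22 to 1.27) in the same order.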

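*Il1b* (ENSMUSG00000027398.13, chromosome 2, 129364570 to 129371139) stood at 556 CPM in *Yfp*+ and 1587 CPM in *Yfp*− macrophages, a ratio of 0.350 (0.334 to 0.368). *Thbs1* (ENSMUSG00000040152.8, chromosome 2, 118111876 to 118127133) had a ratio of 0.295 (0.275 to 0.316), *Plac8* of 0.181 (0.165 to 0.199) and *Chil3*, uncertain beside its copy, of 0.0975 (0.0811 to 0.116). Within clusters the ratios were 0.705 (0.668 to 0.744), 0.665 (0.620 to 0.714), 0.375 (0.339 to 0.414) and 0.259 (0.214 to 0.312) in the same order. Of these genes, *Chil3* alone was left out of the clustering, and *Plac8* was also a marker used in naming.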

**Fig. 7:**
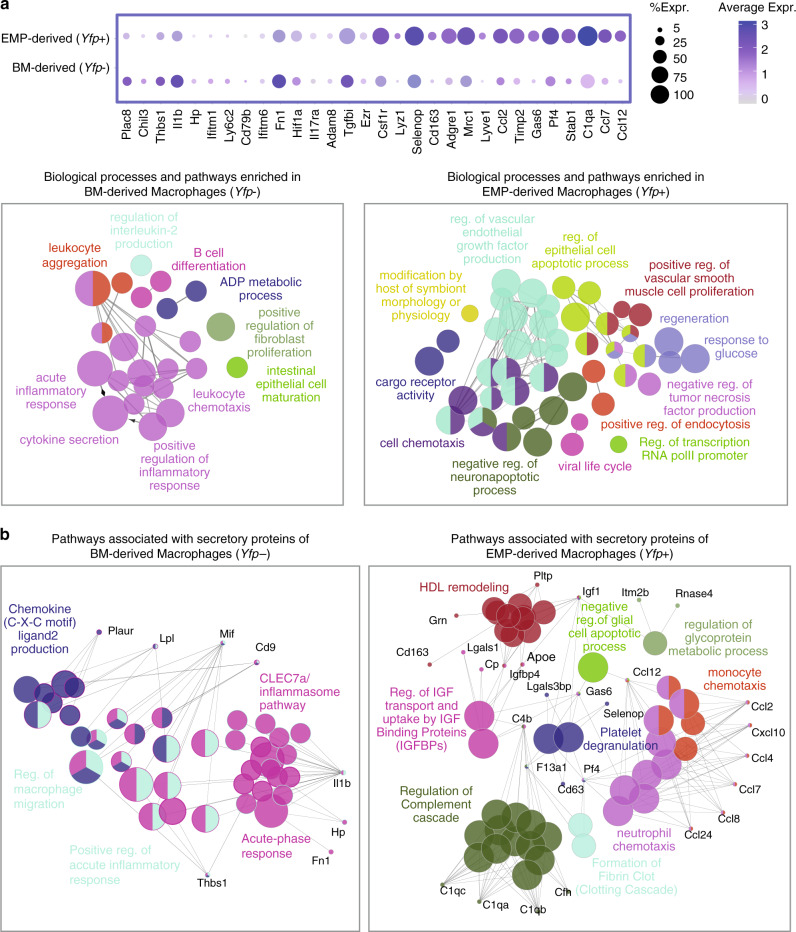
Biological network analysis of genes associated with macrophage clusters. GO term and pathway analysis of EMP- and BM-derived macrophages in response to AngII. **a** Dot plot showing the top 15 genes, which are differentially expressed between EMP- and BM-derived macrophages (upper panel). Functionally grouped networks (lower panels) depicting biological processes and pathways associated with genes that are significantly upregulated in *Yfp*+ or *Yfp*− macrophages (*p* value < 0.05, Log2FC > 0.25). Each node represents a specific biological process or pathway, and edges indicate the relations between different terms based on their kappa score level (>0.4). Nodes of the same color belong to functionally similar terms or pathways. The node size represents the term enrichment significance (*P* value < 0.0005 to <0.05). **b** Networks of functionally grouped pathways and processes associated with secretory markers of *Yfp*+ or *Yfp−* macrophages. Genes with capability of producing secretory proteins were shortlisted from all significantly upregulated genes in each population and subjected to pathway enrichment analysis. The marker genes are identified using Seurat FindMarker function based on Wilcoxon Rank Sum test. ClueGo performs the enrichment test based on the hypergeometric distribution and Bonferroni correction.

Next we determined differential gene expression between EMP-derived and BM-derived macrophage lineages within the same cluster, as well as overlapping gene expression between clusters. Interestingly, *Yfp*+ and *Yfp*− macrophages of the same cluster exhibited some differences in their gene expression (Supplementary Fig. 12). 

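Differences between *Yfp*+ and *Yfp*− macrophages inside a cluster were sized by the median absolute log2 ratio over genes with at least 100 UMIs in that cluster. Cells differ by more than counting error, so the size is set against 20 shuffles of the *Yfp* calls among cells of like depth, given as their mean with the lowest and the highest. In the homeostatic-like cluster on AngII it was 0.23 against 0.21 (0.17 to 0.25) over 1836 genes. The mixed-like cluster had 0.17 against 0.14 (0.13 to 0.15), the antigen-presenting- or type-2-like cluster 0.20 against 0.19 (0.17 to 0.21) and the larger reparative-like cluster 0.39 against 0.37 (0.34 to 0.42). At resolution 0.8, the homeostatic-like clusters of 393 and 175 cells had 0.16 against 0.15 (0.14 to 0.16) and 0.21 against 0.21 (0.19 to 0.24), and the interferon-response-like cells 0.23 against 0.21 (0.19 to 0.25). The antigen-presenting- or type-2-like cluster had 0.20 against 0.18 (0.17 to 0.20) there and the larger reparative-like cluster 0.39 against 0.36 (0.33 to 0.39). The mixed-like value and, narrowly, the last 2 values lay above the range of their shuffles. Neither the homeostatic-like nor the interferon-response-like values did, so these clusters cannot be ranked by this measure. With no replicate library, the number of genes that differ was not counted.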

While differences were rather low in cluster 2 (homeostatic macrophages), they were more prominent in others such as cluster 7 (inflammatory macrophages). The presence of distinct gene signatures within clusters supports the notion that ontogeny impacts on macrophage gene expression and potentially function.

There was small overlap of genes between clusters (Supplementary Fig. 13). In the lineage of EMP-derived macrophages, we identified *Cx3cr1* to overlap between clusters 0, 2, and 7. 

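Inside clusters, *Cx3cr1* (ENSMUSG00000052336.7, chromosome 9, 119901616 to 120069879) was higher in *Yfp*+ than in *Yfp*− cells of the mixed-like cluster, at 372 against 269 CPM and a ratio of 1.38 (1.25 to 1.54). It was not distinguishable in the homeostatic-like cluster (0.743, 0.478 to 1.17), the antigen-presenting- or type-2-like cluster (1.10, 0.736 to 1.62) or the interferon-response-like cells at resolution 0.8 (1.13, 0.774 to 1.65). Over both reparative-like clusters the ratio was 0.671 (0.435 to 0.992). The values depended on the processing. Over all macrophages the ratio of 1.17 (1.07 to 1.28) was 0.816 (0.572 to 1.13) with cells thinned to 2000 UMIs and 0.665 (0.359 to 1.14) with 1000 UMIs. The mixed-like ratio was 0.888 (0.593 to 1.29) and 0.654 (0.331 to 1.17) with thinned cells, 0.789 (0.425 to 1.46) with 30 principal components and 0.994 (0.583 to 1.72) at resolution 0.8, where the clusters of that name had 36 and 41 cells. Each of these intervals holds 1, so no change of direction is shown. The reparative-like ratio was 1.79 (1.59 to 2.02) among cells with at least 1000 genes and 1.70 (1.32 to 2.15) with all variable genes. With cells thinned to 2000 and 1000 UMIs it was 1.07 and 1.16, with intervals that hold 1.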

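Between *Yfp*+ and *Yfp*− cells, the *Ccl12* ratio was 3.20 (2.39 to 4.36) in the homeostatic-like cluster on AngII, 1.85 (1.68 to 2.04) in the mixed-like cluster and 1.91 (1.20 to 3.00) in the antigen-presenting- or type-2-like cluster. The reparative-like clusters had 1.57 (0.955 to 2.47), an interval that holds 1, from 21 *Ccl12* UMIs in *Yfp*+ cells. In the interferon-response-like cells at resolution 0.8 it was 2.09 (1.79 to 2.44). With the mean of the cells' own CPM in place of summed UMIs, the ratio of the antigen-presenting- or type-2-like cluster turned to 0.794.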

Interestingly, chemokine (C-C motif) ligand 12 (*Ccl12*, MCP-5) was shared between all clusters of *Yfp*+ macrophages in AngII inflammation. MCP-5 has previously been identified in activated macrophages^32^; however, its functional role is incompletely understood and could represent in interesting molecule to address in future studies.

In summary, the ontogeny of arterial macrophages is associated with defined biological pathways. EMP-derived macrophages are abundant in the adventitia from postnatal life into adulthood providing key homeostatic functions both in steady state and in response to AngII inflammation.

## Discussion

Macrophages are abundant in all tissues, including arteries, where they contribute to the maintenance of tissue homeostasis and act as effectors of innate immunity. Their activation and proinflammatory polarization are associated with arterial diseases^33,34^. Targeting of macrophages could potentially reduce tissue inflammation and impact positively on remodeling processes. Therefore, a thorough understanding of macrophage development, homeostasis and response to inflammatory signals in their tissue of residence is warranted.

We carried out an in-depth analysis of arterial macrophages at single-cell resolution in steady state and AngII inflammation in relation to their developmental paths. First, we revisited macrophage ontogeny harnessing a variety of complementary lineage-tracing models to map their origin in the mouse aorta. The initial hematopoietic site giving rise to macrophage progenitors is the YS^35^. YS-derived EMPs are a common source for tissue macrophages that persist for long periods of time (at least 45 weeks) in many organs such as brain, liver, and skin^6^. In other tissues they are replaced continuously or progressively by BM-derived hematopoietic cells^12,36^. In arteries, it has been suggested that tissue macrophages mainly derive from YS progenitors before birth, and that the majority of macrophages are replaced by BM-derived macrophages in early postnatal life^10^. Our findings are in-line with the dual origin of arterial macrophages from both YS and BM hematopoiesis. By analyzing adventitial macrophages in the aorta of *Tie2*^*MerCreMer*^*Rosa26*^*eYFP*^ fate-mapping mice as well as by quantifying their total number numbers in *Rank*^*Cre*^*Rosa26*^*eYFP*^ mice in a time course analysis, we determined that EMP-derived macrophages represent a major population in adulthood. Their number increases in postnatal life independently of BM hematopoiesis, reaches a maximum in adult mice but are then diminished in the process of ageing. The fraction of BM-derived macrophages increases in adolescence and remains stable in the further course of life. The relative increase of BM-derived macrophages evident in aged mice is, therefore, driven by the exhaustion of resident EMP-derived macrophages during ageing rather than their replacement by BM-derived cells. The mechanisms underlying macrophage maintenance and survival in ageing remain to be explored. Potentially, alterations of the environment as well as changes on the cellular level of immune cells, including mitochondrial dysfunction and metabolic stress, could contribute to this process^37^.

Local proliferation in tissues is an important macrophage feature, allowing them to maintain their populations but also to adapt to changing conditions^38^. In the first week of life, Langerhans cells in the epidermis undergo a boost of local proliferation^39^. Later on, these macrophages are maintained independently of BM HSCs^40^. Accordingly, EMP-derived adventitial macrophages substantially increase in numbers in postnatal life, whereas the number of BM-derived macrophages rises slowly over time. Together, EMP-derived macrophages are maintained by local proliferation and represent the predominant macrophage population in adult life.

We observed limited de novo contribution of blood monocytes to the pool of adventitial macrophages in healthy mice, as demonstrated by macrophage analysis in a *Myb*-dependent model of BM transplantation as well as using *Rank*^*Cre*^*Rosa26*^*eYFP*^ and *Kit*^*MerCreMer*^*Rosa26*^*GFP*^ fate-mapping models. This is in contrast to other BM-chimera models that rely on HSC ablation by irradiation. However, radiation induces tissue inflammation and can impair macrophage self-renewal capacity, thus promoting the replacement of arterial macrophages by HSC-derived cells^10^. Even in sustained inflammation in atherosclerotic arteries, local proliferation rather than monocyte recruitment increases lesional macrophage number^41^.

We compared macrophage lineages in *Flt3*^*Cre*^*Rosa26*^*eYFP*^ fate-mapping mice, in which macrophages displayed differences in their proliferative response to CSF1 and AngII. The chemokine CSF1 provides essential homeostatic signaling for the growth and differentiation of macrophages^8,25^. To evaluate the contribution of the BM to the recovery of the arterial macrophage pool after cessation of CSF1R-inhibition, a BM-chimera model was implemented. In-line with other studies using irradiation dependent chimera models^10^, they found substantial replacement of resident by BM-derived macrophages already in steady state and near-complete replacement after recovery from CSF1R-mediated macrophage depletion. To circumvent the bias of irradiation and its described consequences, we used the Flt3-reporter mice to determine the contribution of BM-derived macrophages to macrophage recovery. When we interfered with CSF1R signalling, BM-derived arterial macrophages displayed a stronger ablative response compared to their EMP-derived counterparts. A similar effect of CSF1R-inhibition has been reported in the lung, where BM-derived interstitial macrophages show increased depletion compared to embryo-derived alveolar macrophages^42^. After acute ablation, arterial macrophages recovered quickly and numbers returned to baseline within 7 days. We found that the recovery of the tissue macrophage pool was driven by local proliferation of embryonic and also BM-derived cells, when proliferation capacity of arterial macrophages was not affected by radiation. Taken together, we provide evidence that survival and proliferation of both BM- and EMP-derived macrophages is driven by CSF1R signalling, identifying it as an essential factor of macrophage homeostasis in the arterial wall.

The macrophage response to AngII inflammation was also characterized by induction of local proliferation. The increase in macrophage numbers in the early phase of AngII application (<10 days) is driven by recruitment of blood monocytes, as shown in *Flt3*^Cre^*Rosa26*^eYFP^ mice and the *Myb*-dependent BM-chimera model. This process can be targeted therapeutically by blockade of CCR2 signaling, which abrogates inflammatory monocytes in the blood circulation and decreases macrophage numbers in the arterial wall, leading to beneficial effects on fibrotic remodeling and blood pressure^14^. In the subacute phase of AngII exposure (30 days), neither substantial recruitment of blood monocytes nor proliferation of both macrophage populations was sustained, suggesting that the early phase of inflammation (<10 days) is critical in this model to drive arterial injury.

The differences in the ontogeny of macrophage populations and their responses to AngII inflammation led us to address the heterogeneity of arterial macrophages in more detail. We therefore carried out scRNA-seq of adventitial immune cells^3,4^. We show here that macrophage ontogeny is associated with the expression of distinct sets of genes in the transcription analysis, which are associated with specific biological functions. Given the important role of the environment in programming macrophage phenotype and functions^43,44^, the presence of different macrophage clusters is intriguing. Even more so, since eYFP+ and eYFP− macrophage populations showed no specific orientiation throughout the aorta in *Flt3*^Cre^*Rosa26*^eYFP^ mice, substantiating the notion that they inhabit the same niche.

EMP-derived macrophages are characterized by high expression of *Lyve-1*, *Stab1, Gas6*, and *Cd163*, among other genes. The hyaluronan receptor LYVE-1 has been identified as a key marker of resident macrophages in cardiovascular tissues^19,45^. In arteries, LYVE-1 exerts important homeostatic functions by controlling collagen expression in vascular smooth muscle cells^19^. Further, LYVE-1 provides pro-angiogenic functions^18^. Absence of LYVE-1 expressing macrophages results in arterial remodeling and stiffness, and consequently in blood pressure dysregulation^19^. Growth arrest-specific protein 6 (GAS6)^22^ as well as Stabilin-1 (STAB1)^20^ are efferocytosis ligands, which serve as scavenger repectors and participate in the clearance of apoptotic cells. Macrophage-specific deficiency in *Stab1* exacerbates adverse remodeling in liver fibrosis due to reduced clearance of metabolic products^20^. CD163 also represents a scavenger receptor commonly expressed on arterial macrophages and is associated with anti-atherosclerotic functions^46,47^. Taken together, these findings provide a strong link between EMP-derived arterial macrophages and homeostatic functions in arteries.

*Chil3/Arg1* and *Ear2/Retnla*, representing clusters 3 and 4, respectively, are of particular interest since these genes are associated with anti-inflammatory and reparative functions of macrophages^48^. They are induced by type-2 cytokines such as IL-4^49^, and are specifically upregulated by apoptotic cells at sites of tissue injury^50^. *Chil3/Arg1* expressing macrophages have been associated with repair mechanisms in organ injury^51^, including cardiovascular tissues^52^. Erba-related protein 2 (*Ear2)* encodes for the nuclear receptor Nr2f6, which functions as an immune checkpoint in T cells^53^. A macrophage cluster expressing high levels of both *Ear2* and *Retnla* was recently identified in atherosclerotic arteries^31^. In-line with the latter report, we identified *Ear2/Retnla* to represent a specific cluster of macrophages (cluster 4). We show here that both clusters 3 and 4 are mainly derived from BM hematopoietic precursors. In the lung, *Retnla* expressing macrophages protect from pathogen injury and promote the resolution of inflammation^54^. Their functions in cardiovascular tissues remain to be explored.

In summary, arterial macrophages are of heterogenous nature. Their different developmental origins contribute to this heterogeneity, and are associated with distinct patterns of gene expression and differential responses to homeostatic signals and inflammatory cues. EMP-derived BM-independent macrophages represent a major population of macrophages in healthy adult mice providing anti-inflammatory and homeostatic functions. They are diminished in ageing due to yet undefined mechanisms, and their loss is not compensated by BM hematopoiesis. In AngII inflammation, BM-derived macrophages invade the inflamed adventitial tissue and show heterogenous transciptional profiles linking them to inflammatory as well as reparative functions. Resident EMP-derived macrophages respond by upregulation of gene pathways linked to tissue regeneration, chemotaxis, apoptosis regulation and modulation of distinct secretory proteins. Our findings contribute to the understanding of macrophage heterogeneity and functions in relation to their ontogeny. Differential gene expression and functions of macrophage populations may be conducive to development of targeted strategies in inflammatory conditions.

## Methods

### Mice

*Flt3*^*Cre*^^55^, *Myb*^*−/−*^^56^, *Myb*^*fl/fl*^^57^, *Mx1*^*Cre*^^58^ (Stock No: 003556), *Csf1r*^*MerCreMer*^^59^, *Tie2*^*MCM*^^6^, *c-Kit*^*MerCreMer*^^60^, *Rank*^*Cre*^ *(also known as Tnfrsf11a*^*Cre*^*)*^17,61^, *Rosa26*^*mTmG*^^27^ (Stock No: 007676), *Rosa26*^*eYFP*^^62^ (Stock No: 006148), *and Rosa26*^*eGFP*^^60^ reporter mice have been previously described. PCR genotyping was performed according to protocols described previously. All primers used are described in Supplementary Table 1.

Congenic *C57BL/6 CD45.1* (*Ly5.1*; Stock No: 006584) mice were used as bone marrow donors. *Csf1r*^*MCM*^ were on FVB background, other mice were on *C57BL/6 (CD45.2)* background. All experiments included littermate controls and the minimum sample size used was three. For fate-mapping analysis of Flt3+ precursors, *Flt3*^*Cre*^ males (the transgene is located on the Y chromosome) were crossed to homozygous *Rosa26*^*eYFP*^ or *Rosa26*^*mtmg*^ reporter females. *Flt3*^*Cre*^ males were used for lineage-tracing experiments and female littermates served as Cre-negative controls. For all other experiments offspring of both sexes were used. Embryonic development was estimated considering the day of vaginal plug formation as 0.5 days post-coitum (dpc), and staged by developmental criteria.

K*it*^*MerCreMer*^ were housed in a barrier facility, all other mice were maintained in a specific pathogen-free environment. All experimental animals were co-housed and fed standard chow diet ad libitum. Animals were 12–16-week-old mice except for time course experiments, in which mouse age is indicated (Figs. 1a, b, e–g, 3a–d).

We have complied with all relevant ethical regulations. Animal studies were approved by the local regulatory agency (Regierung von Oberbayern, Munich, Germany), record numbers 55.2.1.54-2532-93-13, 55.2-1-54-2532-55-15, 55.2.1.54-2532-183-16, ROB-55.2-2532.Vet_02-19-17, and ROB-55.2-2532.Vet_02-19-1.

### Processing of adult tissues for flow cytometry

Adult mice were euthanized by cervical dislocation under anaesthesia. Blood was collected by cardiac puncture from anaesthetized mice (fentanyl (0.05 mg/kg per kg), midazolam (5.0 mg/kg per kg), and medetomidine (0.5 mg/kg per kg)). Under anaesthesia, mice were perfused by gentle intracardiac injection of 10 ml heparinised PBS. The mouse aorta was harvested using a dissecting microscope. Enzymatic digestion with Collagenase II (Worthington Biochemical; 20 mg/ml) and Elastase (Worthington Biochemical; 20 mg/ml) was carried out at 37 °C for 15 min, then the adventitia was separated from the media and passed through a 70 µm filter. After 15 min incubation with purified anti-CD16/32 (FcγRIII/II; 1/50), antibodies were added and incubated for 30 min. All flow-cytometry studies were performed using a BD Biosciences FACSCanto II or BD FACS LSR Fortessa. After exclusion of doublets, macrophages in the aorta were characterized as CD45^+^ lin^−^ (CD11C, Ly6G, Ter119, Siglec-F, TCR-ß, and Nk1.1) CD11b^+^ F4/80^+^ cells.

Bone marrow cells were flushed from femurs, tibias and coxa using PBS suppemented with 5% heat-inactivated FCS in PBS. Cells were filtered through a 20-µm filter (Falcon). Livers were digested with collagenase IV (600U/ml) and DNase I (2,5 g/ml) at 37 °C in RPMI for 45 min, washed and resuspended in HBSS. NPC were isolated by Percoll gradient (50%/25%) centrifugation at 1800 × *g*, 15 min. The NPC-containing middle layer was collected and washed. Fc receptors were blocked by incubating cells in 5% FCS with purified mouse IgG (500 mg/ml, Jackson ImmunoResearch Laboratories). All stainings were performed in 5% FCS on ice for 30 min with optimal dilutions of commercially prepared antibodies. Dead cells were excluded by staining with Sytox Blue (Invitrogen). Cells were analysed on a FACSFortessa.

All data were analysed using FlowJo 10.07 (Tree Star). All antibodies used are listed in the Supplementary Table 2.

### FACS sorting and cytospin for embryonic tissues

Mice were euthanized by cervical dislocation under anaesthesia. Embryos at embryonic day E16.5 were dissected out from the uterus and washed in 4 °C phosphate buffered saline (PBS, Invitrogen). To obtain single-cell suspensions, the aorta was incubated in PBS containing 1 mg/ml Collagenase D (Roche), 100U/ml Desoxyribonuclease (DNAse I, Sigma) and 3% fetal bovine serum (Invitrogen) at 37 °C. Finally, the tissue was mechanically dissociated and passed through a 100μm cell strainer to obtain single-cell suspensions.

Arterial cells from YFP^+^F4/80^bright^ cells from E16.5 pulsed at E8.5 were FACS-sorted into FCS-coated tubes for cytospin preparations. Sorted YFP^+^ F4/80^bright^ cells were May Grünwald–Giemsa stained and analysed using light microscopy (Carl Zeiss).

Cell sorting to obtain the whole immune cell population of adventitias of *Rank*^*Cre*^*Rosa26*^*eYFP*^ mice for single-cell analysis was performed on a MoFlo Astrios (Beckman Coulter). CD45-positive cells were enriched from adventitias by using magnetic beads and LS columns (CD45 MicroBeads; Miltenyi Biotec). Cells were then sorted as live CD45 cells from mice. Dead cells were identified with SYTOX Orange Dead Cell Stain.

### Single-cell RNA sequencing and analysis

After sorting of adventitial CD45-positive immune cells from whole aortas (aorta ascendens to aortic bifurcation), viable cells were proceeded for single-cell capture, barcoding, and library preparation using Chromium Next GEM single-cell 3’ (v3.1, 10x Genomics) according to manufacturer’s specifications. Following, pooled libraries were sequenced on a Illumina HiSeq1500 sequencer (Illumina, San Diego, USA) in paired-end mode with assymetric read length of 28 + 91 bp and a single indexing read of 8 bp.

The reads were demultiplexed using Je-demultiplex-illu^63^ and mapped against a customized mouse reference genome (GRCm38.p6, Gencode annotation M24) including eYFP sequence using CellRanger (v3.1.0, 10x Genomics). The filtered feature-barcode matrices passed quality-control steps of CellRanger and were subsequently analysed using the R package Seurat (v3.1)^64^. To ensure retaining of only high-quality cells, cells with <300 genes or >6500 detected genes or >5% of mitochondrial reads were omitted from the downstream analysis. SCTransform^64^ function was used for normalization and scaling of raw counts and regressing out the unwanted sources of variation (such as mitochondrial gene content and cell-cycle stage). SCTransform also yields the highly variable features that were used for linear dimensional reduction using principle component analysis (PCA). The components that contribute significantly to the dimensionality of the data were identified using JackStraw test and used for unsupervised graph-based clustering (resolution 0.4) and Uniform Manifold Approximation and Projection (UMAP) embedding and visualization.

The significant marker genes of each cluster were identified using Seurat FindAllMarkers function and employed to assign cell types to each cluster. The top 100 cluster markers were used to determine the biological processes associated with each cluster using ClueGO application (v2.5.6)^65^ ran within Cytoscape (v3.8.0) ^66^network analysis tool.

Differentially expressed genes (>50% expression change, *P* value < 0.05) between *Yfp*+ and *Yfp−* subpopulations were detected with FindMarkers function of Seurat package based on implemented Wilcox test and UniProt/Swiss-prot^67^ database was used to determine secretory protein markers of each population. Enriched pathways associated with these secretory protein markers were identified using CluePedia (v1.5.6)^68^ and the integrated pathway databases KEGG, REACTOME and WikiPathways.

Genes that were differentially expressed between *Yfp*+ and *Yfp−* macrophages within different clusters, were identified using Seurat FindMarker function. Venn diagrams were drawn from significant genes (*P* value < 0.05) using the web tool at http://bioinformatics.psb.ugent.be/webtools/Venn/. Volcano plots for visualization of differentially expressed genes were generated using R package EnhancedVolcano.

### Pulse labelling

For genetic cell labelling we crossed tamoxifen-inducible *Csf1r*^*MCM*^, *Tie2*^*MCM*^, and *Kit*^*MCM*^ with *Rosa26*^*eYFP*^, *Rosa26*^*GFP*^, or Rosa^*mTmG*^ reporter mice. In *Csf1r*^*MCM*^ embryos recombination was induced by single injection at E8.5 of 75 µg per g (body weight) of 4-hydroxytamoxifen (Sigma) into pregnant females. The 4-hydroxytamoxifen was supplemented with 37.5 µg per g (body weight) progesterone (Sigma) to counteract the mixed oestrogen agonist effects of tamoxifen, which can result in fetal abortions. In *Tie2*^*MCM*^*Rosa26*^*eYFP*^ embryos recombination was induced by treatment of pregnant females by gavage at different timepoints at E7.5 and E10.5 with a single dose of 2.5 mg tamoxifen (Sigma) and 1.25 mg progesterone. In *Kit*^*MCM*^ animals recombination was induced in 6–8-week-old adult animals using oral tamoxifen feeding (400 mg/kg diet, which approximates to a daily dose of 40 mg/kg mouse body weight; purchased from Envigo).

### Analysis of cell proliferation

To assess proliferation under different conditions, 5–ethynyl–2–deoxyuridine (EdU) was administered i.p. at different timepoints as described in the manuscript (1 mg in 150 µl).

### BM transplantation after conditional deletion of Myb

The *Mx1*^*Cre*^ mouse strain carrying an interferon inducible Cre-cassette^58^, was used to conditionally delete the floxed Myb gene in adult *Myb*^*flox/flox*^ mice. Depletion was performed as previously described^9,24^. To substitute for the depletion of hematopoietic cells, mice were transplanted with 1 × 10^6^ CD45.1 Myb^+/+^ BM cells at 24 h after the last of four poly(I:C) injections. When no sufficient chimerism was reached after initial transplantation retreatment with poly (I:C) was performed. Only mice with a chimerism of >90% were included into experiments.

### Osmotic pumps

Alzet pumps were used for subcutaneous application of 1.8 µg AngII/kg/min or saline for different time periods (5, 10, and 28 days). The back of mice was shaved and disinfected using iodine solution. Subcutaneous implantation via a small incision in the back was performed under general anaesthesia using fentanyl (0.05 mg/kg per kg), midazolam (5.0 mg/kg per kg), and medetomidine (0.5 mg/kg per kg).

### Macrophage depletion

To deplete arterial macrophages, we used the selective Csf1r-inhibitor PLX5622. Control and PLX5622 (300 ppm formulated in AIN-76A standard chow, Research Diets, Inc.) chows were kindly provided by Plexxikon Inc (Berkeley, CA).

### Analysis of macrophages in aorta sections

After cervical dislocation under terminal anaesthesia, mice were perfused by intracardiac injection of 20 ml 4% PFA. Arterial tissues were carefully removed and washed with PBS and transferred overnight into 30% sucrose in PBS. Samples were then embedded in Tissue-Tek OCT (Sakura Finetek) and cryoblocks were sliced into 12-μm sections.

Cell numbers were assessed by systematic counting of the aorta using a fluorescence microscope equipped with an ×60 oil immersion objective (Carl Zeiss). Counting was performed in a blinded fashion. For imaging, a confocal laser scanning microscope (LSM 510, Carl Zeiss) was used and images were processed using Adobe Photoshop for adjustment of contrast and size. Detection of EdU was performed in accordance to the manufacturers protocol on cryosections of the aorta. All antibodies used are listed in the Supplementary Table 2.

### Statistical analysis

We used the Student’s *t*-test (Prism GraphPad). Welch’s correction for unequal variances was used when applicable. A *p* value of *p* < 0.05 was considered significant. All data are presented as mean ± standard deviation. All measurements were taken from distinct samples.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

The authors declare that all data supporting the findings of this study are available within the paper and its supplementary information files. The scRNA-seq raw data have been deposited in NCBI GEO under the accession codes GSE155569, GSM4706334, and GSM4706335. There are no restrictions regarding data availability. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Ontogeny of arterial macrophages defines their functions in homeostasis and inflammation
**Source:** Nat Commun. 2020 Sep 11;11:4549. doi: 10.1038/s41467-020-18287-x
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## Description of Supplementary Files

**File Name: Supplementary Data 1**

**Description:**

**Sheet 1:** Cell type specific markers in Seurat-based clustering of adventitial immune cells in steady state

**Sheet 2:** Cell type specific markers in Seurat-based clustering of adventitial immune cells in AngII induced inflammation

**Sheet 3:** Differentially expressed genes (*eYfp*<sup>+</sup> vs. *eYfp*<sup>-</sup> cells) in steady state

**Sheet 4:** Differentially expressed genes (*eYfp*<sup>+</sup> vs. *eYfp*<sup>-</sup> cells) in AngII induced inflammation

How the deposited data were processed for this re-analysis (not part of the article)

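Transcripts of single CD45-positive cells from the adventitia of *Rank*-Cre *Rosa26*-eYFP mice were counted in 2 conditions, steady state and 10 days of AngII, with 1 droplet library (10x 3' v3.1) per condition pooled from 3 and 2 animals. The authors demultiplexed the reads with Je, mapped them with CellRanger 3.1.0 to GRCm38.p6 with GENCODE M24 and the eYFP sequence, and deposited the UMI counts per gene and cell barcode of the droplets that CellRanger called as cells, without normalization. The values are whole numbers, and each barcode holds at least 500 UMIs. The flow cytometry, histology and other experiments of the paper were not analysed here. Of the authors' supplementary sheets, the marker sheets were used in part (1998 of 6302 rows at steady state and 1998 of 8984 on AngII), so no overlap of gene lists was computed. The sheets for *Yfp*+ against *Yfp*− macrophages were used in full (835 and 365 rows).

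Barcodes with 300 to 6500 detected genes and at most 5% mitochondrial UMIs were kept, and genes found in at least 3 cells (14352 genes at steady state and 17624 on AngII) entered the clustering. Counts were normalized with SCTransform (sctransform 0.4.2), regressing out mitochondrial share and cell-cycle scores, in Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5, R 4.3.3). Of 3000 variable genes, 2969 and 2971 were used, after leaving out the genes whose levels were to be compared. Clusters were drawn from 20 principal components by the Louvain method at resolution 0.4, each library by itself.

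Clusters were named from marker lists of 19 classes. The score of a class was the mean log2 fold of its markers in the cluster over the other cells, with 20 CPM added to both, and the class with the highest score gave the name. At least 3 of its markers had to be raised, and the 10 leading genes of the cluster, among genes with at least 20 UMIs in it, could not hold more markers of another class. Clusters with a much lower depth than the library also needed a marker among the leading genes, and clusters failing these rules stayed unnamed. The marker lists, the comparisons and 15 of the alternatives were set before the data were examined, while this scoring was settled after the clusters had been seen. Genes named in the text are the 52 that the paper names in its single-cell results and, for *Yfp*+ against *Yfp*− macrophages of each library, the 5 with the highest and the 5 with the lowest CPM ratio among genes with at least 100 UMIs whose direction held after thinning. Of the genes that the paper names, 1 is not reported here. Leading genes of clusters, genes linked to the X and Y chromosomes and the markers in single barcodes were named after their values were seen.

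A cell was called *Yfp*+ from 1 EYFP UMI. Levels are summed UMIs in CPM, with exact Poisson intervals, and a count of 0 gives a limit in place of a ratio, taken at 3 UMIs. Ratios within clusters were pooled by the Mantel-Haenszel method. The size of differences within a cluster was set against 20 random draws of its UMIs and, chosen after the data were seen, 20 shuffles of the *Yfp* calls in blocks of 10 cells of like depth. Shares of cells carry Clopper-Pearson intervals. All intervals have a level of 95% and cover counting error only. With 1 library per condition there is no replicate, so no p-value was computed and no changed genes were counted. Doublets were left in, and were called for an alternative with Scrublet in Scanpy 1.11.5. Counts were summed and plotted in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9. Gene coordinates are from GENCODE M21 on GRCm38.

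The median depth of the filtered cells was 9105 UMIs at steady state and 1092 on AngII. As a *Yfp* UMI is found less often in a shallow cell, shares of *Yfp*+ cells are also given after thinning each cell to 2000 UMIs, drawn without replacement. The alternatives changed the cell filter, the variable genes, the normalization, the number of components, the resolution, the cell-cycle step, the doublets, the number of UMIs for a *Yfp* call, the depth, the CPM, the choice of macrophages and the correction for free RNA, 1 at a time. A further 2 were added after the data were seen. For the AngII cells with at least 1000 genes, the first SCTransform fit failed and a second seed was used.

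The steps were tested on simulated data drawn from the summed counts of each cluster, with no spread between cells beyond depth and counting error. Cells kept their clusters and *Yfp* calls. With 200 genes changed between *Yfp*+ and *Yfp*− macrophages, by 2 times up or down, ratios within clusters recovered 94.5% at steady state and 99% on AngII, and the intervals of 95.4% and 93.0% of unchanged genes held 1. Real cells differ by more than counting error, so these figures do not show that the intervals cover the spread of real cells. All 5 and 15 clusters got the same name again, but they were not drawn anew, so the clustering was not tested. Thinning the real counts left the CPM of genes at a median of 1.00 and 1.00 times their value.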

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

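The tests on *Yfp* in T-cell-like cells, on Y-linked transcripts, on the barcode rich in *Igkc* and on genes with opposite directions were chosen only after the results were seen. The intervals cover counting error only.

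*Yfp* UMIs were found in 17.6% of T-cell-like cells at steady state. The paper plots *Yfp* over all adventitial leukocytes and describes it as mainly in homeostatic macrophages, and its text does not discuss *Yfp* in T cells. B-cell-like cells held none. The share depended on how the clusters were drawn, at 3.12% without the cell filter, where the T-cell-like cluster had 32 cells, and 10.9% with log-normalization, where 4.84% of B-cell-like cells were *Yfp*+. It was 17.6% to 18% with the other clusterings. At the rate of T-cell-like cells, 13.8 (8.93 to 20.4) *Yfp* UMIs were expected in B-cell-like cells, which argues against free RNA in the main clusters. Droplets holding a macrophage as well were weighed with the markers of homeostatic macrophages. The T-cell-like barcode with the most marker UMIs held 185 of them, 93 *C1qa* UMIs and 6 *Yfp* UMIs, and its marker level was 31.4% of the median of homeostatic-like macrophages, so it may hold a macrophage as well. By the same measure, 1 of the 2 *Yfp*+ inflammatory-like cells stood at 41.3% and may also hold one. Without that T-cell-like barcode, the marker CPM in *Yfp*+ over *Yfp*− T-cell-like cells was 0.904 (0.518 to 1.49), while *Yfp* stood at 268 CPM in the other *Yfp*+ T-cell-like cells, which argues against such droplets as the whole cause. A candidate explanation is *Yfp* in cells like type-2 innate lymphoid cells. The CPM of their 6 markers, of which 0 are in the list of T cell markers, was 3.25 (2.79 to 3.77) times as high in *Yfp*+ as in *Yfp*− T-cell-like cells without that barcode. *Il7r* stood at 1509 against 920.5 CPM, *Gata3* at 775 against 169, *Il1rl1* at 761 against 11.9, and *Calca* at 437 CPM against no UMI. Of the T-cell-like cells with more UMIs of these than of T cell markers, 6 of 10 (60%, 26.2 to 87.8) were *Yfp*+, and of the others 3 of 41 (7.32%, 1.54 to 19.9). On AngII these were 0 of 4 and 6 of 312 (1.92%, 0.709 to 4.14), in shallower cells. The hypothesis was found and tested on the same cells.

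The steady-state library held 705 UMIs of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* (176 CPM), transcripts that the paper does not discuss, and the AngII library 1. Sequencing depth cannot account for this, as 3601 were expected on AngII at the level of steady state. *Xist* stood at 189 CPM at steady state and 805 on AngII. The pool of steady state may therefore hold animals of both sexes and that of AngII only females. Sex then stays open beside AngII treatment and depth as a source of any difference between the libraries. It was compared for the *Yfp*+ share alone and within steady state, where 65 of 119 macrophages with Y-linked UMIs alone (54.6%) and 18 of 41 with *Xist* UMIs alone (43.9%) were *Yfp*+, at median depths of 14009 and 9064 UMIs. The ratio of these shares was 1.24 (0.751 to 2.24).

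A single barcode of the AngII library held 22050 *Igkc* UMIs, a signal in a gene that the paper does not discuss. It also held 2563 of the 2571 *Jchain* UMIs of the filtered cells. It lay in the mixed-like cluster and had 54597 UMIs in all, 4113 detected genes, 2 UMIs of *Lyz2*, 1 of *Cd68* and 0 of *Csf1r*, so it may be a cell of another type placed among the macrophages. This barcode is not the whole cause of the *Igkc* level of the cluster. Without it, *Igkc* was still 5.60 (4.71 to 6.68) times as high as in the other macrophage clusters. Free RNA from such cells was not tested, and no biological explanation was tested.

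For 5 genes that the paper names, the counting interval of the ratio of *Yfp*+ over *Yfp*− macrophages lay above 1 in one library and below 1 in the other. The difference between the libraries was not tested. The ratios at steady state and on AngII were 0.471 (0.346 to 0.638) and 1.97 (1.57 to 2.46) for *Mki67*, 1.54 (1.38 to 1.71) and 0.659 (0.630 to 0.688) for *Tgfbi*, 0.401 (0.318 to 0.502) and 1.17 (1.07 to 1.28) for *Cx3cr1*, 1.23 (1.07 to 1.42) and 0.902 (0.846 to 0.962) for *Itgam* and 6.26 (1.92 to 32.3) and 0.316 (0.193 to 0.497) for the B cell gene *Ms4a1*. Compared within clusters, *Tgfbi* kept opposite directions beyond counting error, at 1.31 (1.15 to 1.49) and 0.932 (0.888 to 0.978). With *Yfp* called before thinning to 2000 UMIs, its ratio in homeostatic-like cells at steady state was 1.08 (0.755 to 1.58). As the intervals leave out the spread between cells, the place of *Yfp*+ cells among the clusters stays open as the whole cause for this gene. For *Cx3cr1* and *Itgam* it may be part of the cause, as the ratio within clusters of 1 library had an interval that held 1, at 0.787 for *Cx3cr1* at steady state and 1.01 for *Itgam* on AngII. For *Mki67* and *Ms4a1* it cannot be told apart from other causes, since few cells held them at steady state. There *Mki67* was 0.212 within clusters, from 18 macrophages, of which 2 held 100 of 185 UMIs, and 0.146 without these 2, and 8.04% of *Yfp*+ and 9.68% of *Yfp*− macrophages had a UMI. On AngII *Mki67* was 1.84 (1.45 to 2.32) within clusters, still opposite in direction, but the steady-state value rests on these few cells. *Ms4a1* at steady state was 1.96 within clusters, from 5 macrophages, of which 2 held 25 of 29 UMIs, and 0.0799 without these 2. The AngII ratio of *Cx3cr1* was also below 1 with thinned cells, with intervals that held 1. AngII treatment and the sex of the animals stay open and were not tested.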

How the results depend on the processing

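The tests with *Yfp* called before thinning and with the cell holding the most UMIs left out were chosen only after the data were seen. The cause of a change was not tested except where a sentence gives it. Of 178 values that the main results took under the alternatives, 111 stayed within the counting interval of the main value (for numbers of cells, within 1.5 times), 66 moved beyond it and 1 reversed. Of 1262 values of single genes and clusters, 688 stayed, 544 moved and 30 reversed. The *Yfp* CPM ratio of homeostatic-like over other macrophages stayed above 1 under each alternative, from 2.60 to 4.91 at steady state and from 1.05 to 9.42 on AngII, where with log-normalization its interval held 1. The *Ccl12* ratio on AngII also stayed above 1. No paired analysis was possible because each condition has 1 library of pooled animals. Removing Scrublet doublets moved none of the main results beyond their intervals at steady state, and on AngII it gave no alternative, as no doublet was called.

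Without the cell filter, the macrophage share was 76.3% at steady state and 49.8% on AngII. The *Lyve1* ratio of *Yfp*+ over *Yfp*− homeostatic-like cells at steady state was 1.79, the *S100a9* ratio of the inflammatory-like cluster reversed to 0.00652, the *Yfp*+ share of homeostatic-like cells on AngII was 20.5%, their *Yfp* CPM ratio 2.78, and the *Ighg2c* ratio of *Yfp*+ over *Yfp*− macrophages reversed to 1.09. With at least 1000 genes, fewer cells passed by construction, 1411 on AngII. Of these, 66.1% were macrophages and 25.6% of macrophages were *Yfp*+, the *Yfp* CPM ratio was 2.72, the ratio of median UMIs in *Yfp*+ over *Yfp*− macrophages 1.77, and the *Cx3cr1* ratio of reparative-like cells reversed to 1.79.

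With all variable genes on AngII, the macrophage share was 37.5%, the *Yfp*+ share 15.6% of macrophages and 33.1% of homeostatic-like cells, and the *Yfp* CPM ratio 3.65, and 2 ratios of *Yfp*+ over *Yfp*− cells reversed, *Ighg2c* to 1.01 and reparative-like *Cx3cr1* to 1.70. With log-normalization on AngII these shares were 53.7% for macrophages and 7.95% for homeostatic-like cells, and the CPM ratio 1.05. There the homeostatic-like cluster had 1258 cells at a median of 768 UMIs and the mixed-like cluster 552 at 10993.5. The values of this setting can therefore not be told apart from depth. The ratios of the mixed-like cluster reversed, to 0.595 for *Cd74*, 0.554 for *H2-Eb1*, 0.573 for *H2-Ab1*, 0.591 for *H2-Aa* and 0.643 for *Ciita*.

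With 10 components on AngII, the macrophage share was 51.4%, the homeostatic-like *Yfp*+ share 21.6%, the *Yfp* CPM ratio 2.97 and the *Ccl12* ratio 3.03. With 30 components the first 3 of these were 51.1%, 20.6% and 3.18, and *Ighg2c* reversed to 1.01 and mixed-like *Cx3cr1* to 0.789, in a cluster of 36 cells. At resolution 0.8 they were 43.0%, 31.9% and 3.51, with reversals of *Ighg2c* to 1.15 and mixed-like *Cx3cr1* to 0.994, in a cluster of 41 cells. Without regressing out cell-cycle scores they were 41.5%, 20.6% and 9.42, and the *Lyve1* ratio at steady state was 1.55. The ratios of the antigen-presenting- or type-2-like cluster reversed to 2.56 for *Mki67* at steady state and to 0.881 for *Ear2* and 0.167 for *Retnla* on AngII. On AngII the cluster of that name had 103 cells, against 538 in the main setting, and need not hold the same cells.

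Requiring 2 *Yfp* UMIs lowers a share by construction. The *Yfp*+ share was then 40% of macrophages and 53.7% of homeostatic-like cells at steady state and 6.69% and 33.9% on AngII. The *Lyve1* ratio was 1.66, the *Ccl12* ratio 2.51 and the ratio of median UMIs on AngII 13.2. With cells thinned to 2000 UMIs, 1330 AngII cells were deep enough. The *Yfp*+ shares at steady state were 20.3% and 25.4%, the ratio of the *Yfp*+ shares of macrophages with Y-linked over *Xist* UMIs was 0.688, and on AngII the macrophage share was 58.7%, the homeostatic-like *Yfp*+ share 29.6% and the CPM ratio 3.01. The *Lyve1* ratio reversed to 0.777 and the *Mki67* ratio at steady state to 1.04, and the *Cx3cr1* ratio on AngII reversed to 0.816 in all macrophages, 0.888 in mixed-like and 1.07 in reparative-like cells. With 1000 UMIs, 2288 AngII cells were left, the *Yfp*+ shares were 13.3% and 19.0% at steady state and 7.59% and 17.9% on AngII, the *Yfp* CPM ratios 4.91 and 2.89 and the *Lyve1* ratio 1.08. At steady state, *Yfp*+ over *Yfp*− ratios reversed to 0.788 for *Gas6*, 0.501 for *Cxcl1*, 0.693 for *Ccl12* and 0.794 for *Ccl7*, and on AngII *Cx3cr1* reversed to 0.665 in all macrophages, 0.654 in mixed-like and 1.16 in reparative-like cells. Thinned cells hold few UMIs of a gene, and the interval of each reversed ratio among them holds 1, as do those of *Ighg2c*, *Ear2* and mixed-like *Cx3cr1* above.

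With the mean of the cells' own CPM, the *Lyve1* ratio was 1.44, the *Yfp* CPM ratio on AngII 1.70 and the *Ccl12* ratio 2.48, and mixed-like *Ciita* reversed to 0.986 and the *Yfp*+ over *Yfp*− ratio of *Ccl12* in antigen-presenting- or type-2-like cells on AngII to 0.794. Gating macrophages by *Adgre1* and *Itgam*, which needs deeper cells, gave macrophage shares of 41.8% and 18.3%, *Yfp*+ shares of 68.0% and 26.2%, a *Lyve1* ratio of 1.87, and on AngII a homeostatic-like *Yfp*+ share of 59.0% and a ratio of median UMIs of 1.95. Removing the lymphocyte background left a *Yfp*+ share of 11.4% on AngII. With *Yfp* called before thinning, the *Lyve1* ratio was 1.58, and with the cell holding the most UMIs left out, the *Ccl12* ratio was 2.53.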

Differences from the paper's values

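None of the values that the paper states for a measure computed here differed from it by more than 1.5 times. The statements below differ in direction, ranking or grouping, and the clusters compared are rebuilt ones.

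The paper places the larger part of *Yfp*+ macrophages on AngII in its homeostatic cluster. Here 66.0% of them lay in the mixed-like and 15.7% in the homeostatic-like cluster. Of the 8 alternatives that drew the clusters anew, 7 placed most of them in homeostatic-like clusters, without the cell filter (83.1%), with at least 1000 genes (58.6%), all variable genes (67.1%), 10 components (74.1%), 30 components (72.6%), resolution 0.8 (67.0%) and no cell-cycle regression (93.0%). Log-normalization did not (31.5%), with a homeostatic-like cluster of 1258 cells at a median of 768 UMIs and a mixed-like one of 552 at 10993.5. The other alternatives kept the main clusters and do not test this. These shares are of the *Yfp*+ macrophages of each setting, and the clusters differ in size. The homeostatic-like cluster had 115 cells in the main setting, 1272 without the cell filter, 376 with at least 1000 genes, 499 with all variable genes, 1072 with 10 and 1031 with 30 components and 1172 without cell-cycle regression, and those at resolution 0.8 393 and 175. No cluster was mixed-like in these settings, except for 36 cells with 30 components and 41 at resolution 0.8. Of the 324 *Yfp*+ macrophages in the main clusters, 244 were still macrophage-like with all variable genes, 269 at resolution 0.8 and 256 without cell-cycle regression, and over all 324 the homeostatic-like clusters held 50.6%, 55.9% and 73.5%. The paper counts its interferon-response cluster among those derived from bone marrow. Of the interferon-response-like cells found here at resolution 0.8, 16.5% (11.0 to 23.2) were *Yfp*+, which was not distinguishable from the 15.0% of all macrophages in that setting. Their median depth was 1807 UMIs. Such clusters were 15.1% *Yfp*+ with all variable genes, 18.8% with 30 components, 27.7% with log-normalization and 30.5% with at least 1000 genes. All macrophages of these settings stood at 15.6%, 13.6%, 14.1% and 25.6% in the same order. Depth was not matched in any of these comparisons.

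The paper describes its inflammatory cluster at steady state as made of *Yfp*− cells alone. Here 2 of its 28 cells were *Yfp*+, with 3 and 12 *Yfp* UMIs. With cells thinned to 2000 UMIs 1 was left, and with 1000 UMIs none, where the share of all macrophages also fell, to 13.3%. One of the 2 carried homeostatic markers at 41.3% of the median of homeostatic-like cells. The paper gives high *Mki67* for its antigen-presenting cluster at steady state, and the ratio here was 0.403. It was above 1 without cell-cycle regression (2.56) and with cells thinned to 2000 UMIs (1.04), and below 1 under the other alternatives that gave a ratio.

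The paper names its interferon-response cluster as the single one with high *Ly6c*. Here *Ly6c2* was 3.38 times the level of the other macrophages in the larger reparative-like cluster and 2.30 times in the interferon-response-like cells. Leading genes of that reparative-like cluster included *Vcan*, *Hp* and *Plac8*, which monocytes also express. The paper marks its mixed cluster by high MHCII-related genes, which here were each higher in the antigen-presenting- or type-2-like than in the mixed-like cluster (*H2-Ab1* at 7556 and 4659 CPM). Over the other macrophages, their ratios in the mixed-like cluster ran from 1.09 to 1.21, with 30 components from 1.97 for *Cd74* to 2.25 for *H2-Eb1* and with log-normalization from 0.554 for *H2-Eb1* to 0.643 for *Ciita*. The discussion equates *Ear2* with the nuclear receptor gene *Nr2f6*, a separate gene, and in the cluster where *Ear2* was 15.7 times as high, *Nr2f6* had a ratio of 1.04.

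The paper names *Cx3cr1* as a gene of EMP-derived macrophages shared by its mixed, homeostatic and interferon-response clusters. This is read here as a higher level in *Yfp*+ cells. In the homeostatic-like cluster on AngII the ratio of *Yfp*+ over *Yfp*− cells was 0.743, with an interval that held 1. It was above 1 without the cell filter, and above 1 with an interval that held 1 with log-normalization, 10 or 30 components, resolution 0.8 and no cell-cycle regression. The paper separates 12 clusters on AngII with 1 of eosinophils, and here 15 were found at resolution 0.4, none of which was named eosinophil-like or interferon-response-like. A cluster of 22 cells named neutrophil-like had the eosinophil marker *Ccr3* among its leading genes. An eosinophil-like cluster was found without the cell filter and with 30 components, and an interferon-response-like one with at least 1000 genes (95 cells), all variable genes (205), log-normalization (130), 30 components (160) and resolution 0.8 (158).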

Other observations

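The tests on the lower share of *Yfp*+ macrophages on AngII, on *Mki67* and with *Yfp* called before thinning were chosen only after the results were seen.

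The *Yfp*+ share of macrophages was 4.03 times as high at steady state as on AngII. The AngII cells were shallower. Depth as the whole cause is argued against by *Yfp* CPM, which does not depend on it and was 1.72 (1.53 to 1.93) times as high at steady state. As part of the cause it stays open, as the ratio of the shares was 1.59 after thinning each cell to 2000 UMIs. AngII treatment also stays open and was not tested. The sex of the animals stays open as well. It was compared within steady state alone, where the *Yfp*+ share of macrophages with Y-linked UMIs alone was 1.24 (0.751 to 2.24) times that of macrophages with *Xist* UMIs alone, an interval that holds both 1 and the ratio in CPM.

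*Yfp*+ macrophages on AngII had 5.90 times the median UMIs of *Yfp*− macrophages. For 200 genes found in about as many macrophages (315 to 333 cells), the median factor was 12.4, and the middle 95% of genes lay between 8.15 and 13.7. A transcript is found more often in a deeper cell, but the factor of *Yfp* lay below that range, so it is smaller than this effect gives for other genes. No biological explanation was tested.

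The higher chemokine and complement levels of *Yfp*+ macrophages on AngII were not explained by their clusters alone. The median ratio of the 6 genes was 2.08 over all macrophages and 1.54 within clusters, where 6 intervals lay above 1. For *Il1b*, *Thbs1*, *Chil3* and *Plac8* the medians were 0.238 and 0.520, with 4 intervals below 1. Of these genes, only *Ccl12* and *Chil3* were kept out of the clustering. The origin of the cells stays a hypothesis for these differences, as depth within clusters was not matched. In the paper's own sheet, the adjusted p-value is 1 for both *Thbs1* and *Chil3*.

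The *Lyve1* ratio of *Yfp*+ over *Yfp*− homeostatic-like cells at steady state fell below 1 after thinning. A candidate explanation is that *Yfp*+ cells left without a *Yfp* UMI were then counted as *Yfp*−. With *Yfp* called before thinning the ratio was 1.58 (1.13 to 2.25), which this explanation predicts. The *Mki67* ratio of the antigen-presenting-like cluster at steady state may lie below 1 because cell-cycle scores were regressed out before clustering, as without that step it was 2.56 (1.88 to 3.52). The paper's methods also regressed out the cell-cycle stage, so this step alone does not account for the difference from the paper. The ratio rests on few cells, as 2 held 100 of the 188 *Mki67* UMIs. No biological explanation was tested for either the *Lyve1* or the *Mki67* ratio.

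At steady state, of 4256 genes with at least 100 UMIs in macrophages, 2625 had the same direction between *Yfp*+ and *Yfp*− macrophages after thinning. Of these, the highest CPM ratios were those of *Cxcl9* at 149 (41.0 to 1236) from 2 UMIs in *Yfp*− cells, *Cxcl1* at least 61.7-fold higher, *Ccl12* at 14.6 (9.98 to 22.1), *Ccl7* at 9.18 (7.74 to 11.0) and *Cxcl2* at 7.63 (6.70 to 8.72). *Cxcl9* UMIs lay in 6 cells, 1 of which held 42.7%, and without that cell its ratio was 86.0. The lowest ratios were those of *Tagln* and *Acta2*, of which 1 *Yfp*− barcode held 99.4% and 98.6% of the UMIs, *Sept3*, listed at 0 in *Yfp*+ cells against 110.1 CPM, *Ifi205* at 0.0223 (0.00453 to 0.0673) and *Xcr1* at 0.0263 (0.00703 to 0.0692). *Ifi205* and *Xcr1* are in the dendritic cell marker lists, and 29.7% of the *Yfp*− antigen-presenting-like cells held *Xcr1*.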
